# The RNA-binding protein hnRNP F is required for the germinal center B cell response

**DOI:** 10.1038/s41467-023-37308-z

**Published:** 2023-03-30

**Authors:** Hengjun Huang, Yuxing Li, Gaopu Zhang, Gui-Xin Ruan, Zhijian Zhu, Wenjing Chen, Jia Zou, Rui Zhang, Jing Wang, Yu Ouyang, Shengli Xu, Xijun Ou

**Keywords:** B cells, Germinal centres, Gene regulation in immune cells, RNA splicing

## Abstract

The T cell-dependent (TD) antibody response involves the generation of high affinity, immunoglobulin heavy chain class-switched antibodies that are generated through germinal center (GC) response. This process is controlled by coordinated transcriptional and post-transcriptional gene regulatory mechanisms. RNA-binding proteins (RBPs) have emerged as critical players in post-transcriptional gene regulation. Here we demonstrate that B cell-specific deletion of RBP hnRNP F leads to diminished production of class-switched antibodies with high affinities in response to a TD antigen challenge. B cells deficient in hnRNP F are characterized by defective proliferation and c-Myc upregulation upon antigenic stimulation. Mechanistically, hnRNP F directly binds to the G-tracts of *Cd40* pre-mRNA to promote the inclusion of *Cd40* exon 6 that encodes its transmembrane domain, thus enabling appropriate CD40 cell surface expression. Furthermore, we find that hnRNP A1 and A2B1 can bind to the same region of *Cd40* pre-mRNA but suppress exon 6 inclusion, suggesting that these hnRNPs and hnRNP F might antagonize each-other’s effects on *Cd40* splicing. In summary, our study uncovers an important posttranscriptional mechanism regulating the GC response.

## Abstract (web summary)

The germinal centre (GC) response is characterized by regulated production of high affinity, class-switched antibodies in response to T-cell dependent antigens. Here authors show that the GC response is not only regulated at the transcriptional and protein levels, but also by the RNA-binding protein hnRNP F via alternative splicing of the co-stimulatory molecule CD40.

## Introduction

RNA-binding proteins (RBP) have emerged as critical players in the post-transcriptional regulation of gene expression^1^. Heterogeneous nuclear ribonucleoproteins (hnRNP) are a large family of typical RBPs expressed abundantly in mammalian cells and comprising about 30 members, including 20 major types of hnRNPs A to U and several minor types of hnRNPs^2^. Four different types of RNA-binding domains (RBD) are found in hnRNP proteins, including RNA recognition motif (RRM), non-classical quasi-RRM (q-RRM), glycine-rich domain harboring an RGG box, and K homology (KH) domain^3^.

HnRNP F belongs to the hnRNP F/H subfamily and contains three non-classical q-RRMs^4^. The best-known function of hnRNP F/H proteins is to regulate RNA alternative splicing (AS). HnRNP F was reported to regulate AS of several important genes, such as *c-Src*, *Bcl-xl*, *Mcl-1*, and *Tcf3*, primarily via exon-related AS events^5–8^. In vitro studies have demonstrated that hnRNP F participates in AS regulation by directly binding to the G-rich pre-mRNA sequence (G-tract) through its q-RRMs^9–11^. Furthermore, early studies showed that hnRNP F could bind to the adjacent regions of the target pre-mRNA exons and recruit splicing factors U1 or U2 to promote splicing of the target exons^12,13^. In addition to regulating RNA AS, previous studies also found that hnRNP F could regulate mRNA stability, translation, and alternative polyadenylation (APA)^14–18^. It was documented that hnRNP F could modulate the APA of immunoglobulin heavy (IgH) chain mRNA, promoting the expression of membrane-anchored B cell receptors (BCR) and repressing the expression of secreted Ig proteins in mouse B cell lines^14^. However, the physiological role of hnRNP F in B cell development and activation remains unknown.

B cell development starts from the hematopoietic stem cells in the bone marrow (BM) or fetal liver^19^. Through a tightly controlled multi-step process, progenitor B cells develop into mature B cells in the BM and then populate secondary lymphoid tissues. In the periphery, naïve B cells become activated upon encountering foreign antigens and differentiate into long-lived antibody-secreting plasma cells (PC) and memory B cells, establishing lifelong humoral immunity. Most long-lived PCs and memory B cells are generated in response to T cell-dependent (TD) proteinous antigens in germinal centers (GC), specialized microstructures in the secondary lymphoid tissues, such as the spleen and lymph nodes^20^. Upon engagement by TD antigens, antigen-specific follicular B (FOB) cells upregulate chemokine receptor CCR7 that draws them towards the boundary of T and B cell zones in the spleen and lymph nodes, where they interact with CD4^+^ T cells that detect the cognate antigens presented by dendritic cells^21^. Subsequently, some activated FOB cells travel back to the center of B cell follicles and become GC B cells. GCs can be divided into the dark zone (DZ) and the light zone (LZ). In the DZ, B cells undergo robust proliferation and extensive somatic hypermutation. In contrast, in the LZ, B cells with high-affinity BCRs are positively selected through competing for the scarce antigens displayed by follicular dendritic cells and for the help of the limited number of T follicular helper cells^22^. The positively selected LZ B cells can return to DZ for further proliferation and mutation of their immunoglobulin variable region genes. After multiple rounds of shuttling, GC B cells whose BCRs are of high affinity for the specific antigens eventually differentiate into long-lived PCs and memory B cells and exit GCs^23^.

Besides the primary signal transduced by BCR, secondary signals propagated by costimulatory receptors are also essential for GC response^24^. CD40 is one of the best-characterized costimulatory molecules expressed on antigen-presenting cells, including B cells. The engagement of CD40 by CD40 ligand (CD40L) on T cells triggers multiple signaling cascades, leading to downstream immune and inflammatory responses. CD40-mediated signaling is essential for TD antibody response in almost all the stages, ranging from the interaction of cognate B and T cells, IgH chain class-switching, initiation and maturation of GCs, and antibody affinity maturation^25,26^. A recent study using CRISPR/Cas9 whole-genome screening of a human B cell line unveiled multiple previously unappreciated mechanisms for regulating the CD40 pathway^27^. Interestingly, at the post-transcriptional level, it was found that CUGBP and Elav-like family member 1 (CELF1) protein could promote *Cd40* exon 6 inclusion, leading to the expression of signaling-competent membrane-bound CD40.

Here we specifically ablate hnRNP F in B cell lineage and find that hnRNP F is required for class-switched high-affinity antibody production during TD antibody response. In the absence of hnRNP F, GC B cell formation is profoundly impaired. Furthermore, we uncover that hnRNP F is required for proper cell surface expression of CD40 in B cells by regulating the AS of *Cd40* pre-mRNA.

## Results

### B cell development is largely normal in hnRNP F-deficient mice

First, we examined if *Hnrnpf* gene was differentially expressed during B cell development by analyzing the data available in the Immunological Genome Project (ImmGen) database (https://www.immgen.org/). We found that *Hnrnpf* gene expression was comparable in all the B cell subsets, including B220^+^CD43^+^CD24^−^BP-1^−^ pre-pro-B (Hardy fraction (Fr.) A), B220^+^CD43^+^CD24^+^BP-1^−^ early pro-B (Fr. B), B220^+^CD43^+^CD24^low(lo)^BP-1^+^ late pro-B (Fr. C) and B220^+^CD43^−^IgM^+^IgD^−^ immature B (Fr. E) cells, based on the Hardy classification, in the BM, and transitional 1 (T1), T2, T3 B, marginal zone B (MZB), GC B, memory B, and plasma cells in the spleen (Supplementary Fig. 1a). We further validated the result with a real-time quantitative reverse transcription PCR (qRT-PCR) analysis to determine the *Hnrnpf* mRNA levels in the various B cell subsets sorted from wild-type mice. Consistent with the data obtained from the ImmGen database, the expression of *Hnrnpf* did not differ much amongst most of the B cell subsets, except for GC B cells that exhibited a slightly, but not statistically significant, increased expression level of *Hnrnpf* (Supplementary Fig. 1b).

To determine the role of hnRNP F in B cell physiology, we crossed mice harboring *loxP*-flanked (floxed) *Hnrnpf* alleles with *Cd19*^Cre/+^ mice, which specifically express Cre recombinase in B cells, to generate *Hnrnpf *^fl/fl^*Cd19*^Cre/+^ (*Hnrnpf* bKO) mice. We first investigated B cell development in the BM of *Hnrnpf* bKO mice by flow cytometry. Using a gating strategy based on Hardy classification (Supplementary Fig. 1c), we detected indistinguishable pre-pro-B (Fr. A), early pro-B (Fr. B), late pro-B (Fr. C) and large pre-B (Fr. C’, CD24^high(hi)^ BP-1^+^) subsets in the B220^+^CD43^+^ early B cell compartment, as well as IgM^−^IgD^−^ small pre-B (Fr. D), IgM^+^IgD^−^ immature (Fr. E) and IgM^+^IgD^+^ recirculating mature (Fr. F) B cells in the B220^+^CD43^−^ B cell compartment in the BM between *Hnrnpf* ^fl/fl^*Cd19*^+/+^ (WT) and *Hnrnpf* bKO mice (Fig. 1a, b). These results suggest that B cell development in the BM is unaffected in the *Hnrnpf* bKO mice. As previous studies showed that CD19-Cre mediated deletion of some floxed genes was inefficient in early B cell populations in the BM compared to mature B cells in the spleen^28,29^, we next asked if the undisturbed early B lymphopoiesis phenotype in the *Hnrnpf* bKO mice was due to the incomplete ablation of the floxed *Hnrnpf* alleles. We purified various B cell subsets from the BM and spleen of WT and *Hnrnpf* bKO mice and determined *Hnrnpf* mRNA levels by qRT-PCR analysis. We found that CD19-Cre-mediated deletion of *Hnrnpf* gene was only about 20% in Fr. B (early pro-B) cells and the deletion was increased to 50% in the more mature Fr. C (late pro-B), C’ (large pre-B) and Fr. D (small pre-B) cells, and was further improved to 85 and 90% in the Fr. E (immature B) and splenic B cells, respectively (Supplementary Fig. 1d). Immunoblotting further confirmed that hnRNP F protein was barely detected in the *Hnrnpf* bKO splenic B cells (Supplementary Fig. 1e). These results suggest that a more explicit determination of hnRNP F’s role in early B lymphopoiesis requires a more efficient *Hnrnpf* gene deletion in B cells mediated by other Cre-recombinases, such as Mb1-Cre. Next, we examined B cell maturation in the periphery by flow cytometry (Supplementary Fig. 1f). WT and *Hnrnpf* bKO mice manifested indistinguishable B220^+^CD93^+^ transitional B cell subsets (stage I to III) in their spleens (Fig. 1c, d). Interestingly, the *Hnrnpf* bKO mice exhibited an increase in the percentage and absolute number of B220^+^CD93^−^CD23^−^CD21^+^ MZB cells in their spleen compared with the WT mice. Conversely, the percentage of B220^+^CD93^−^CD23^+^CD21^−^ FOB cells was lower than in the WT mice, though the difference in the absolute cell number was not statistically significant (Fig. 1c, d). Thus, these data demonstrate that the hnRNP F-deficient mice have largely unperturbed B cell development except for the slightly increased MZB cell population.

**Fig. 1:**
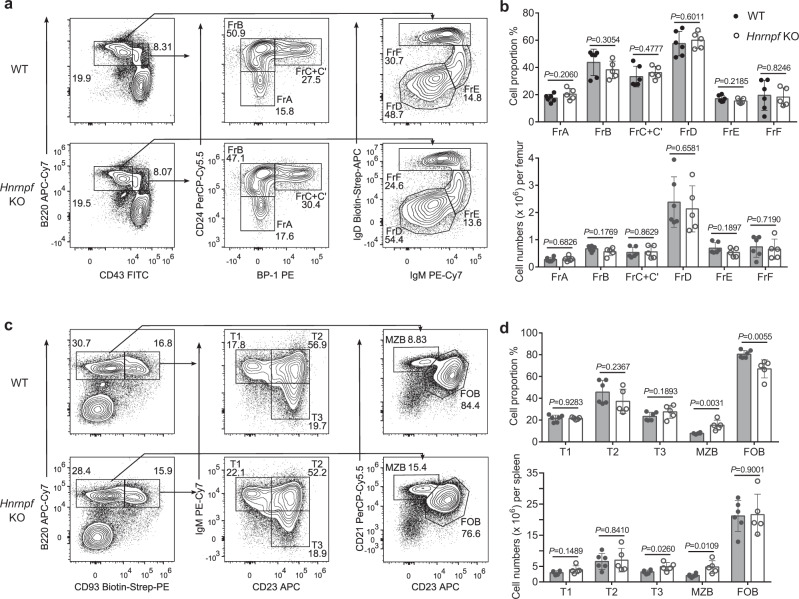
hnRNP F-deficient mice have normal B cell development. **a**, **b** Flow cytometric analysis of B cells in the BM. The frequencies (**a**) and numbers (**b**) of various B cell subsets in the BM of WT and *Hnrnpf* KO mice were analyzed and enumerated using Hardy’s gating strategy (*n* = 6 for WT group and *n* = 5 for *Hnrnpf* KO group). **c**, **d** Flow cytometric analysis of B cells in the spleen. The frequencies (**c**) and numbers (**d**) of different splenic B cell subsets in WT and *Hnrnpf* KO mice were examined and calculated (*n* = 6 for WT group and *n* = 5 for *Hnrnpf* KO group). Data are representative of five independent experiments (**a** and **c**). Each symbol represents an individual mouse (**b** and **d**). An unpaired two-tailed student’s t-test was used for the statistical analysis (**b** and **d**). Data are presented as mean values ± SD (**b** and **d**). Source data are provided as a Source Data file.

### HnRNP F-deficient mice have a defective TD antibody response

We next examined the antibody response in the *Hnrnpf* bKO mice by challenging them with TD antigen 4-hydroxy-3-nitrophenyl-acetyl (NP) hapten conjugated to chicken gamma globulin (CGG). NP-specific IgM and class-switched different isotypes of IgG antibodies in the sera were measured by ELISA at various time points post-immunization. We noticed that *Hnrnpf* bKO mice produced comparable, if not slightly elevated, titers of NP-specific IgM antibodies on par with WT mice across the time points examined (Fig. 2a). In contrast, *Hnrnpf* bKO mice had pronouncedly decreased NP-specific IgG1, IgG2b, and IgG3 antibody titers than the WT mice (Fig. 2b–d). Furthermore, consistent with their normal NP-specific IgM but significantly decreased NP-specific IgG1 antibody titers in the sera, we also detected markedly reduced NP-specific IgG1 antibody-secreting cells (ASC) by ELISPOT assay in the spleen and BM of *Hnrnpf* bKO mice compared to the WT mice (Fig. 2e, f). These results suggest *Hnrnpf* bKO mice have defective class-switched IgG antibody production in response to the TD antigen challenge.

**Fig. 2:**
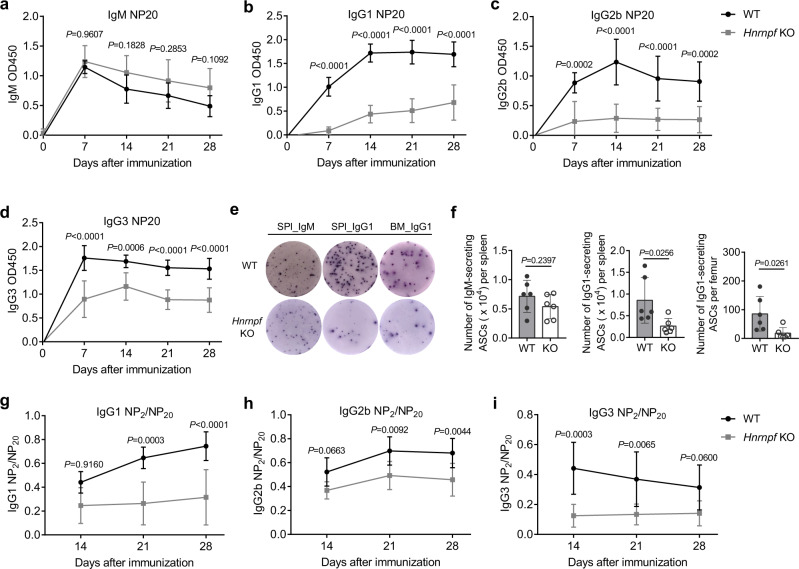
hnRNPF is required for TD antibody immune response. **a**–**d** ELISA of determining antibody titers of NP-specific IgM (**a**), IgG1 (**b**), IgG2b (**c**), and IgG3 (**d**) in the serum of WT and *Hnrnpf* KO mice at various time points post-immunization (*n* = 6 for WT group and *n* = 7 for *Hnrnpf* KO group). **e** ELISPOT assay of NP-specific IgM and IgG1 antibody-secreting cells in the spleen and BM of WT and *Hnrnpf* KO mice at day 10 post-immunization (*n* = 6 per group). **f** Enumeration of antibody-secreting cells in the spleen and BM as determined in **e**. Each symbol represents an individual mouse analyzed. **g**–**i** Ratios of NP-specific IgG1 (**g**), IgG2b (**h**), and IgG3 (**i**) antibody titers as determined with NP_2_-BSA as the coating antigens versus those with NP_20_-BSA as the coating antigens in the sera of WT and *Hnrnpf* KO mice at the various time points post-immunization (*n* = 6 for WT group and *n* = 7 for *Hnrnpf* KO group). Data are from one single experiment (**a**–**d** and **g**–**i**) or representative of six independent experiments (**e**). Two-way ANOVA with Sidak’s multiple comparisons (**a**–**d** and **g**–**i**) or an unpaired two-tailed student’s t-test (**f**) was used for the statistical analysis. Data are presented as mean values ± SD (**a**–**d** and **f**–**i**). Source data are provided as a Source Data file.

We also performed ELISA to measure the relative changes in antigen-specific serum IgG1, IgG2b, and IgG3 antibody affinity by determining the ratios of antibody titers binding low (NP_2_) to highly (NP_20_) haptenated BSA. We found that the ratios of NP_2_/NP_20_ IgG1, IgG2b and IgG3 titers from *Hnrnpf* bKO mice were significantly lower than those from the WT mice (Fig. 2g–i). These results suggest that *Hnrnpf* bKO mice have compromised antibody affinity maturation during TD immune response.

### Defective IgG1 antibody class-switching in hnRNP F-deficient B cells

The unchanged IgM but decreased class-switched IgG antibody titers suggest that hnRNP F-deficiency may affect antibody class-switch recombination (CSR). Thus, we first measured IgM, IgG1, IgG2b, IgG3, and IgA antibodies in sera from unimmunized WT and *Hnrnpf* bKO mice. Interestingly, we found a significantly reduced IgG1 antibody titer, and a slightly decreased IgG3 antibody level but normal IgG2b and IgA antibody levels in the *Hnrnpf* bKO mice (Fig. 3a). These results suggest that *Hnrnpf* bKO B cells might have intact CSR machinery but are defective in responding to signals that can induce class-switching of IgG1, and IgG3 to a lesser extent.

**Fig. 3:**
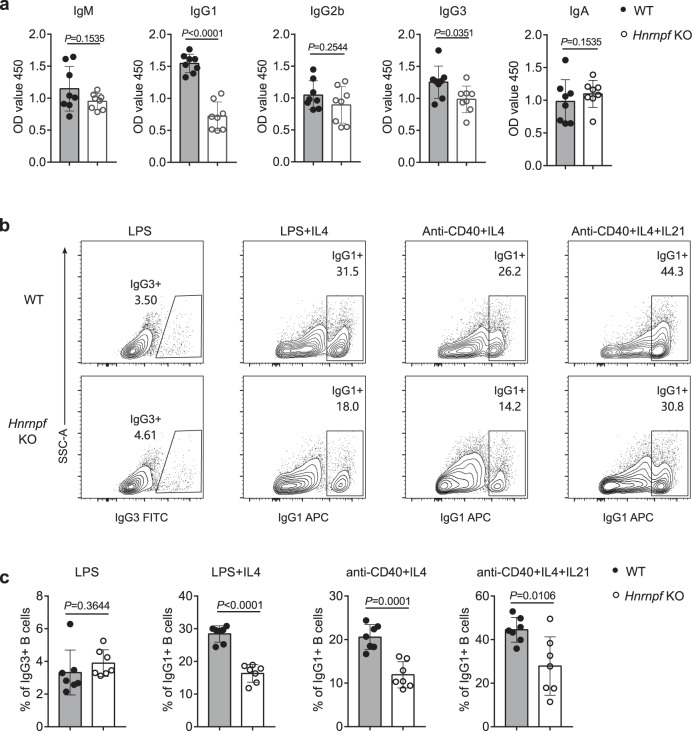
hnRNP F is required for IgG1 CSR. **a** ELISA of determining antibody titers of total IgM, IgG1, IgG2b, IgG3, and IgA in sera of unimmunized WT (*n* = 8) and *Hnrnpf* KO (*n* = 8) mice. Data are from one single experiment. **b**, **c** Flow cytometry measuring CSR to IgG3 or IgG1 in activated B cells with indicated stimulation (*n* = 7 per group). Data are representative of four independent experiments (**b**). An unpaired two-tailed student’s t-test was used for the statistical analysis (**a** and **c**). Data are presented as mean values ± SD (**a** and **c**). Source data are provided as a Source Data file.

Next, we examined IgG1 and IgG3 antibody CSR in vitro. We first induced IgG3 antibody CSR by culturing WT and *Hnrnpf* bKO splenic B cells in the presence of LPS for three days, followed by flow cytometric analysis. Equivalent percentages of IgG3^+^ cells were detected in the WT and *Hnrnpf* bKO B cell culture (Fig. 3b, c). In contrast, the IgG1 antibody CSR was severely compromised in the absence of hnRNP F when B cells were cultured with LPS and interleukin 4 (IL4), anti-CD40 antibody and IL4, and anti-CD40 antibody, IL4, and IL21, though the addition of IL21 seemed to be able to partially improve IgG1 antibody CSR in the mutant B cells (Fig. 3b, c). These results suggest that hnRNP F is essential for IgG1 antibody CSR.

### Defective GC B cell response in *Hnrnpf* bKO mice

During TD antibody response, the class-switched antigen-specific antibodies with high affinities are produced via GC response^30^. Given the impaired production of antigen-specific antibodies and defective IgG1 antibody CSR in *Hnrnpf* bKO mice, we sought to examine the GC response in detail in the mutant mice. We first challenged WT and *Hnrnpf* bKO mice with NP-CGG followed by an assessment of the peaked GC B cell response 10 days post-challenge by flow cytometry (Supplementary Fig. 1g, h). We found that the frequency and number of B220^+^Fas^+^CD38^−^ GC B cells were severely reduced by more than 70% in the spleen of *Hnrnpf* bKO mice compared to the WT mice (Fig. 4a, b). We also noticed that the percentage and number of NP-specific IgG1^+^NIP^+^ B cells were also significantly lower in *Hnrnpf* bKO than in the WT mice (Fig. 4c, d). These results indicate that the GC B cell response is severely compromised in *Hnrnpf* bKO mice.

**Fig. 4:**
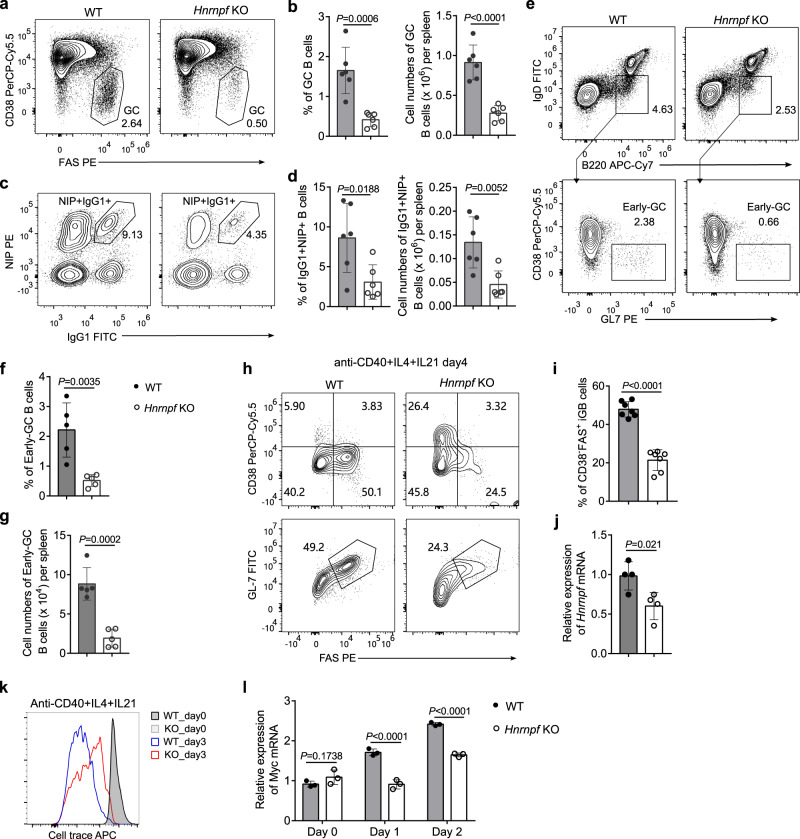
hnRNP F is essential for GC B cell formation. **a**, **b** Flow cytometric analysis of the frequencies (**a**) and numbers (**b**) of total GC B cells in the spleen of WT and *Hnrnpf* KO mice (*n* = 6 per group) at day 10 post-immunization. **c**, **d** Flow cytometric analysis of the NP-specific IgG1^+^ B cells in the spleen of WT and *Hnrnpf* KO mice (*n* = 6 per group) at day 10 post-immunization. NP-specific IgG1^+^ B cells were determined by IgG1 and NIP^+^ BCR expression on the B220^+^Dump (CD138, IgM, CD3, IgD, Gr1)^-^ cells (**c**). The frequencies and numbers of NP-specific IgG1^+^ B cells (**d**) were calculated accordingly. **e**–**g** Flow cytometric analysis of early GC B cell formation in the spleen of WT and *Hnrnpf* KO mice (*n* = 5 per group) at day 5 post-immunization. B220^+^GL-7^+^IgD^-^CD38^-^ GC B cells were determined by flow cytometry (**e**), and their frequencies (**f**) and numbers (**g**) were summarized. **h**–**j** Flow cytometric analysis of iGB cells induced by anti-CD40, IL4, and IL21 for 4 days. B220^+^GL-7^+^Fas^+^CD38^-^ iGC B cells were determined by flow cytometry (**h**), and their frequencies (**i**) and the *Hnrnpf* deletion efficiency (**j**) were summarized (*n* = 7 per group in (**i**) and *n* = 4 per group in **j**). **k** Analysis of proliferation of B cells stimulated with iGB condition for 3 days using cell trace dye. **l** qRT-PCR analysis of Myc expression in purified splenic B cells stimulated with iGB condition for 2 days. Data are representative of six independent experiments (**a** and **c**), three independent experiments (**e**, **j**, and **k**), four independent experiments (**h**), or one single experiment (**l**). Each symbol represents an individual mouse (**b**, **d**, **f**, **g**, **i**, **j**, and **l**). An unpaired two-tailed student’s t-test (**b, d, f, g, i,** and **j**) or two-way ANNOVA with Sidak’s multiple comparisons (**l**) was used for the statistical analysis. Data are presented as mean values ± SD (**b**, **d**, **f**, **g**, **i**, **j,** and **l**). Source data are provided as a Source Data file.

To gain more insights into how hnRNP F-deficiency affected GC B cell response, we further examined the distribution of CXCR4^high(hi)^ CD83^low(lo)^ DZ and CXCR4^lo^CD83^hi^ LZ B cells in the GC B cell compartment by flow cytometry. To this end, we first gated NP^+^ cells, which were genuine activated B cells upon the NP-CGG immunization, followed by the analysis of DZ and LZ B cells in WT and *Hnrnpf* bKO (Supplementary Fig. 2a). Surprisingly, we found that the ratios of NP-specific DZ to LZ B cells were equivalent between the WT and *Hnrnpf* bKO mice, albeit the percentage of the total NP^+^ GC B cells was largely reduced in the *Hnrnpf* bKO mice (Supplementary Fig. 2a, b). However, when we examined the *Hnrnpf* mRNA levels in the GC B cells from the *Hnrnpf* bKO and WT mice, we found that they were largely comparable (Supplementary Fig. 2c). We reasoned that the GC B cells in the *Hnrnpf* bKO mice were most likely from an expansion of the hnRNP F-proficient GC B cells differentiating from the residual FOB cells that have escaped from CD19-Cre-mediated *Hnrnpf* deletion.

Next, we attempted to understand how hnRNP F-deficiency caused the saliently diminished GC B cells by examining the early GC B cell response when the nascent GC B cells were just formed (Supplementary Fig. 1i). We noticed that *Hnrnpf* bKO mice manifested a drastically reduced B220^+^IgD^−^GL-7^+^CD38^−^ early GC B cell population in the spleen on day 5 post-immunization (Fig. 4e, f). Enumeration of these early GC B cells revealed that the early GC B cell population was dramatically diminished in the *Hnrnpf* bKO mice as their absolute number was decreased by about 80% compared to the WT mice (Fig. 4g). These data suggest that the generation of GC B cells is severely compromised in the absence of hnRNP F. We also set up an in vitro induction of GC-phenotype B (iGB) cells as described previously^31^. Consistent with the results of early GC B cells, the generation of iGB cells was reduced by approximately 50% compared to the WT cells (Fig. 4h, i). Intriguingly, the mRNA level of *Hnrnpf* in iGB culture using the mutant B cells was about 60% of that in the culture using the WT cells (Fig. 4j), much higher than that in the freshly purified and yet-to-be-differentiated *Hnrnpf* bKO B cells, which was only 10% of the level in the WT B cells (Supplementary Fig. 1d). One of the possible reasons for the drastically different mRNA levels of *Hnrnpf* in mutant B cells before and after iGB differentiation could be the hnRNP F-deficient early differentiating GC B cells were defective in proliferation, such that they were much less representative compared to the deletion-escaped hnRNP F-proficient differentiating GC B cells that can proliferate normally. To test this possibility, we cultured WT and mutant B cells labeled with cell tracer under the iGB differentiation condition and examined the proliferation by flow cytometry. It was revealed that *Hnrnpf* bKO B cells were defective in cell proliferation (Fig. 4k). It is known that transcriptional factor c-Myc is induced during and necessary for GC B cell response^32,33^. We next examined the *c-Myc* expression by qRT-PCR and found that the upregulation of *c-Myc* was severely compromised in cultured *Hnrnpf* bKO B cells than their WT counterparts (Fig. 4l). Collectively, these results suggest that hnRNP F plays an essential role in regulating GC B cell formation by promoting early GC B cell proliferation, which requires c-Myc upregulation.

### HnRNP F controls AS of *Cd40* pre-mRNA in FOB cells

FOB cells are the prototypic B cell subset that responds to TD antigen mounting robust antibody response through GC reaction^34,35^. Given that hnRNP F-deficient mice manifested a slightly decreased percentage of FOB cells and drastically compromised early GC B cell formation, we hypothesized that hnRNP F could be required to maintain FOB cells and their subsequent activation and differentiation into GC B cells. Thus, we performed RNA sequencing (RNA-Seq) on FACS-sorted WT and *Hnrnpf* bKO FOB cells. 

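FOB cells are the recirculating mature B cells of the splenic follicle, and the sequenced cells were sorted on B220, CD93, CD23 and CD21. The 4 libraries were 2 from WT and 2 from Hnrnpf bKO mice, and the paper reports them as a single experiment. The sample labels give an age of 7 weeks, and the paper's methods give 6 to 12 weeks for its mice. Poly(A) mRNA was sequenced in paired-end reads. The authors trimmed the reads with Cutadapt, aligned them to GRCm38 with Hisat2 and counted them per gene with HTSeq. The deposited table holds these counts for 55401 genes without normalization, together with FPKM values that the authors computed from the counts and the exonic gene sizes. The counts summed to 16360435 and 18908963 in the WT libraries and to 15698567 and 18074619 in the Hnrnpf bKO libraries. Between 19869 and 20317 genes per library had at least 1 count. The 10 most abundant genes took 5.44% and 5.50% of the counts in WT and 5.59% and 5.54% in Hnrnpf bKO. The 2 WT libraries differed by more than sampling noise (chi-square of 4.30 per degree of freedom over 14122 genes), and so did the 2 Hnrnpf bKO libraries (3.86 per degree of freedom over 14123 genes). Neither pair is therefore a repeated deposit of the same library, and each was counted as 1 replicate by its label. The paper does not state whether cells of several mice were combined. The counts were compared between genotypes with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, after TMM normalization and edgeR's filter on low counts, which left 14123 genes. TMM factors lay between 0.992 and 1.01. The biological coefficient of variation was 5.90% at the common dispersion. With 2 libraries per group an exact permutation test of a single gene cannot go below a two-sided p of 0.333, so significance rests on the dispersion that the model shares across genes.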

Analysis of RNA-Seq data revealed that mRNA abundances of 157 genes were significantly increased and that of 79 genes were decreased (FDR (false discovery rate) ≤ 0.05, fold change ≥ 2) in *Hnrnpf* bKO FOB cells compared to their WT counterparts (Supplementary Fig. 3a and Supplementary Data 1). 

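Hnrnpf, the targeted gene (ENSMUSG00000042079, chromosome 6 of GRCm38 from 117900324 to 117925622, plus strand), had 5780 and 6634 counts in the WT libraries and 1167 and 1194 in the Hnrnpf bKO libraries. Scaled to library size, its abundance was 351 ± 3.33 CPM in WT and 70.5 ± 5.51 in Hnrnpf bKO FOB cells (mean ± SD, n = 2 each). The log2 fold change was −2.32 (standard error 0.06, adjusted p = 1.05e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which left 20.1% of the WT level. The fall was present in both Hnrnpf bKO libraries. The paper states that exon 4 is deleted, which holds 84.3% of the exonic length in the longest annotated transcript with 4 exons. Reads of the other exons can remain after deletion, so 20.1% does not measure intact Hnrnpf mRNA or undeleted cells. At an adjusted p of at most 0.05 and a fold change of at least 2, mRNA abundance was higher for 91 genes and lower for 36 genes in Hnrnpf bKO FOB cells. Both Hnrnpf bKO libraries lay on the same side of both WT libraries for all 127 genes. The same held for 7076 of the 14123 tested genes, where chance alone gives 33.3%. Without the fold change threshold, 985 genes passed, of which 586 were higher and 399 lower. Depth limited the lowly expressed genes, with a median standard error of the log2 fold change of 0.40 for the 4248 genes with a mean under 100 counts and 0.08 for the 9875 genes above it. Over the alternatives, the calls ranged from 16 higher and 3 lower genes with limma-trend on log2(FPKM + 1) to the counts without a fold change threshold. The largest rise was that of Gm4875 (ENSMUSG00000082791), with 4 and 5 counts in WT and 1977 and 2364 in Hnrnpf bKO, a log2 fold change of 8.95 (standard error 0.15, adjusted p = 4.84e-13 from edgeR's test). Gm4875 is 95.7% identical over 792 aligned bases to Lasp1, whose log2 fold change was 0.04. Fxyd4 (ENSMUSG00000004988) had 11 and 3 counts in WT and 901 and 1184 in Hnrnpf bKO, a log2 fold change of 7.26 (standard error 0.23, adjusted p = 5.22e-10). Gm25535, which lies inside Fxyd4 and can share its reads, had 0 and 0 counts in WT and 20 and 39 in Hnrnpf bKO and was at least 10.0-fold higher. Slc25a2 followed at 4 and 1 counts against 17 and 23, and Gm8979 at 12 and 22 against 84 and 121. Among the falls, Tub went from 21 and 28 counts in WT to 0 and 1 in Hnrnpf bKO and was at least 7.74-fold lower. Gm47882 fell from 111 and 129 counts to 15 and 21, a log2 fold change of −2.66 (standard error 0.28, adjusted p = 1.21e-04). The log2 fold changes of 3632454L22Rik, Gm10388 and Gm43425 were −3.04, −2.60 and −2.50 (standard errors 0.82, 0.54 and 0.59). Their counts in Hnrnpf bKO were low, 4 and 0, 7 and 3, and 2 and 5. With 1 Hnrnpf bKO library left out, these log2 fold changes were −7.21 or −1.99, −3.41 or −2.03, and −2.09 or −3.18. With the replicate number as a block, 3632454L22Rik was not called (adjusted p = 0.0911 from edgeR's test).

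**Figure D1:**
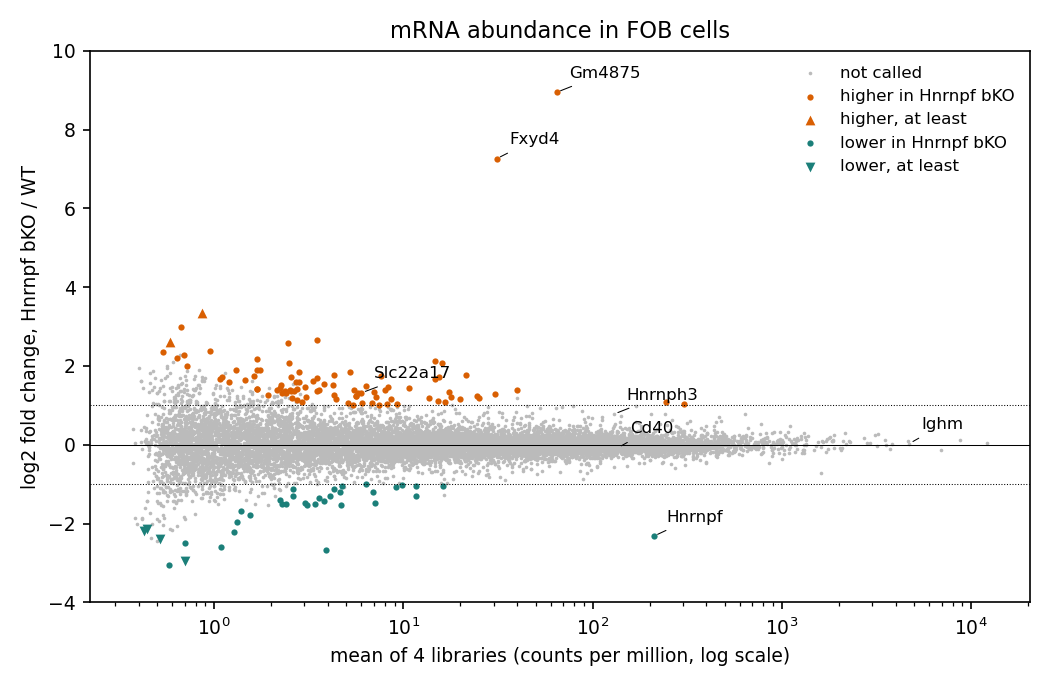
Each point is 1 of the 14123 tested genes, with the mean of the 4 libraries in counts scaled to library size (CPM) on a log scale (x axis) and the log2 fold change of Hnrnpf bKO over WT FOB cells (y axis). Orange and green mark the 91 higher and 36 lower genes, dotted lines mark a 2-fold change, and triangles mark called genes with at most 3 counts in each library of 1 group, drawn at their lower bound. Hnrnpf stands apart from other genes of its abundance, whereas Cd40 and Ighm sit at the line of no change.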

We further performed a Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis of the differentially expressed genes. Interestingly, PI3K-Akt and MAPK signaling pathways were identified as the top two pathways showing enrichment for genes differentially expressed in hnRNP F-deficient FOB cells (Supplementary Fig. 3b). These data imply that hnRNP F is essential for regulating the expression of genes encoding molecules crucially involved in PI3K-Akt and MAPK signaling pathways in FOB cells.

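The deposited gene table carries Gene Ontology (GO) annotations, which were used here to look for the called genes of these pathways, while KEGG gene sets were not used here. A biological process annotation was listed for 9169 of the tested genes. Of 112 genes annotated to phosphatidylinositol 3-kinase or protein kinase B (Akt) signaling, 3 were called, or 2.68%, against 0.640% of the other annotated genes (two-sided Fisher's exact test, p = 0.0383). Of 171 genes annotated to MAPK signaling, 2 were called, or 1.17%, against 0.656% of the others (two-sided Fisher's exact test, p = 0.315). Adjusted over the 2 sets of terms by the Benjamini-Hochberg method, these p-values were 0.0766 and 0.315. The called genes of both sets, chosen for naming after their values were seen, were few. Klf4 had 66 and 60 counts in WT and 23 and 32 in Hnrnpf bKO (log2 fold change −1.13, standard error 0.31, adjusted p = 0.0470 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Selp had 25 and 21 counts in WT and 55 and 54 in Hnrnpf bKO (log2 fold change 1.31, standard error 0.33, adjusted p = 0.0319 from the same test). Xdh, annotated to both sets, had 83 and 90 counts in WT and 150 and 185 in Hnrnpf bKO (log2 fold change 1.02, standard error 0.18, adjusted p = 0.00451). Vegfa, annotated to MAPK signaling, had 15 and 11 counts in WT and 36 and 48 in Hnrnpf bKO (log2 fold change 1.74, standard error 0.40, adjusted p = 0.0203). From its own list of differentially expressed genes and their KEGG enrichment (Supplementary Fig. 3b), the paper proposes that hnRNP F regulates the expression of genes of PI3K-Akt and MAPK signaling in FOB cells.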

Since hnRNP F’s primary function in the post-transcriptional gene regulation is to modulate AS of pre-mRNAs^5,36–38^, we next focused on studying differential AS events between the WT and *Hnrnpf* bKO FOB cells using rMATS, a robust computational tool for detecting differential AS events from the RNA-Seq data^39^. 

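The inclusion level of an event is the share of transcripts that include the exon or intron in question, between 0 and 1. The authors' deposited table lists for each event the difference between the inclusion levels of WT and Hnrnpf KO FOB cells and the FDR from rMATS, so a positive difference means less inclusion in Hnrnpf KO. It holds no values of single libraries and no coordinates of events. The authors' deposited table lists 1556 events in 1173 genes, and all 1173 genes were found in the count table. In the authors' deposited table, the smallest absolute difference is 0.1, the largest FDR is 0.0498 and 44 events have an FDR listed as 0. The events outside these limits, which would be needed to know how many were tested, were not analysed here. Of the genes tested here for mRNA abundance with a mean of at least 100 counts over the 4 libraries, 1048 had an event and 8827 had none.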

Among the five types of AS events, exon skipping (SE) is the most affected by hnRNP F-deficiency, with 657 events more skipped in *Hnrnpf* bKO than in the WT B cells and 360 events more included in *Hnrnpf* bKO than in the WT B cells (Fig. 5a and Supplementary Data 2). This result is consistent with previous reports showing that hnRNP F mainly regulates exon skipping or inclusion^6,8,13,37,40^. 

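Events of 1 gene are not independent of each other, so the direction of exon skipping was also examined over genes, with the event of the largest absolute difference taken for each. Of 816 genes with an exon skipping event, 522 (64.0%, 95% Wilson interval from 60.6% to 67.2%) had that exon more skipped in Hnrnpf KO FOB cells, more than equal shares give (two-sided exact binomial test against equal shares, p = 1.26e-15). All genes were measured in the same WT and Hnrnpf KO libraries, so the interval and the p-value do not cover variation between mice. Over single events of the authors' deposited table the share was 64.6%, and it was highest, at 67.3%, when the FDR was limited to 0.01. The other 4 types were fewer. The authors' deposited table lists 65 introns less retained and 162 more retained in Hnrnpf KO, 58 and 87 alternative 5′ splice sites with less and more inclusion in Hnrnpf KO, 48 and 73 alternative 3′ splice sites, and 29 and 17 mutually exclusive exons. Genes with altered splicing were not more often among the genes called at a fold change of at least 2. Of the 1048 genes with an event and a mean of at least 100 counts, 4 (0.382%) were called in the comparison of counts, against 38 (0.430%) of 8827 other genes (odds ratio 0.886, two-sided Fisher's exact test, p = 1). The odds ratio was above 1 with an absolute inclusion level difference above 0.2 (1.43, p = 0.474) and with an FDR under 0.01 (1.06, p = 0.761), neither apart from chance by the same exact test. When every gene with an adjusted p of at most 0.05 was taken without the fold change threshold, it was 1.97 (two-sided Fisher's exact test, p = 1.37e-11). Small changes and splicing events can both be easier to detect in genes with more counts, and the genes were not matched on count. The value of 1.97 therefore does not show that altered splicing goes with altered abundance.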

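In the authors' deposited table of splicing events, 912 genes have 1 event, 184 have 2, 50 have 3 and 14 have 4. Sipa1 has the most, with 9 events in the authors' deposited table, followed by BC051142 with 6. Another 11 genes are tied at 5 events in the authors' deposited table. These are Cd40, Slc22a17, Trmt2a, Sfi1, Plekhg2, Tbc1d10c, Zfp644, Ftx, Fcer2a, Nudt13 and 2410002F23Rik, the last 3 named after their values were seen. Their mean counts over the 4 libraries ranged from 103 for Slc22a17 to 20646 for Sipa1 and 23690 for Fcer2a. Slc22a17 (ENSMUSG00000022199) was the only one of the 13 genes called in the comparison of mRNA abundance, with 52 and 70 counts in WT and 129 and 160 in Hnrnpf bKO. Its log2 fold change was 1.32 (standard error 0.21, adjusted p = 0.00212 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), but its adjusted p ranged from 1.95e-07 to 0.103 over the other methods and normalizations tried, the highest with limma-trend on log2(FPKM + 0.1). Trmt2a (log2 fold change 0.35, adjusted p = 0.00247) and Fcer2a (0.22, adjusted p = 0.0180) passed the same edgeR test but stayed under a 2-fold change. The log2 fold changes of Sipa1, BC051142 and Plekhg2 were −0.11, 0.25 and −0.15, with adjusted p of 0.172, 0.407 and 0.102 from the same test. Sfi1 did not differ detectably (0.01, adjusted p = 0.968), and its sign changed with limma-trend on log2(FPKM + 1).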

Among the top 10 genes with the highest aberrant AS events, the *Cd40* gene drew our attention (Fig. 5b), given that CD40 is critical for antibody CSR, c-Myc induction, and GC B cell proliferation^24,41^. However, we noticed that the abundance of *Cd40* mRNA was not significantly affected in the mutant FOB cells (Fig. 5c). 

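Cd40 (ENSMUSG00000017652, chromosome 2 of GRCm38 from 165055627 to 165072948, plus strand) had 2352 and 2567 counts in the WT libraries and 2016 and 2427 in the Hnrnpf bKO libraries. Its abundance was 139 ± 6.28 CPM in WT and 132 ± 4.86 in Hnrnpf bKO FOB cells (mean ± SD, n = 2 each), and 41.0 ± 1.66 against 38.6 ± 1.22 in the authors' FPKM. The log2 fold change of −0.08 was of the size of its standard error (0.06, adjusted p = 0.510 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It lay between −0.09 and −0.08 under the other methods and normalizations tried, with adjusted p between 0.449 and 0.847. The gene-level count sums the reads of all 7 annotated Cd40 transcripts and cannot tell one isoform from another.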

As presented in sashimi plots, exon junction visualization revealed that hnRNP F predominantly controls AS of *Cd40* pre-mRNA from exon 6 to 9 but not from exon 1 to 5 (Fig. 5d). Further analysis revealed multiple aberrant *Cd40* AS events in *Hnrnpf* bKO FOB cells, including skipped exon (SE) 6, 7, and 8, mutually exclusive exon (MXE) 7 and 8, and retained intron (RI) 7 (Fig. 5e).

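The authors' deposited table lists 5 events for Cd40. In the authors' deposited table, the 3 exon skipping events have inclusion level differences of 0.232 (FDR = 2.88e-05), 0.171 (FDR = 2.71e-06) and 0.161 (FDR = 2.77e-05), all positive and so with less inclusion in Hnrnpf KO. The retained intron has a difference of −0.394 in the authors' deposited table, with an FDR listed as 0, and is therefore more retained in Hnrnpf KO. The mutually exclusive exons have a difference of −0.232 (FDR = 2.06e-05) in the authors' deposited table. All 5 keep an FDR under 0.01, and 3 exceed an absolute difference of 0.2. The paper's Source Data gives the inclusion level of each library. For exon 6, the paper's reported values are 0.91 and 0.87 in WT and 0.75 and 0.57 in Hnrnpf KO. The paper's values for exon 7 are 0.87 and 0.92 against 0.76 and 0.62, and for exon 8 they are 0.99 and 0.99 against 0.85 and 0.78. Retention of intron 7 has paper's values of 0.3 and 0.29 in WT and 0.66 and 0.72 in Hnrnpf KO. The mutually exclusive exons 7 and 8 have 0.08 and 0.13 against 0.36 and 0.31 in the same source. The WT and Hnrnpf KO libraries do not overlap in any of these events. In the main annotated Cd40 transcript, which has 9 exons, exon 6 spans bases 165066503 to 165066564 of chromosome 2 (GRCm38) and is 62 bases long. Exon 7 spans 165069629 to 165069715, is 87 bases long and reads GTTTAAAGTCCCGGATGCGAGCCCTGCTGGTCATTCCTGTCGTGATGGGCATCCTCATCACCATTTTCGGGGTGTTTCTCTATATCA. Exon 8 spans 165069817 to 165069848, is 32 bases long and reads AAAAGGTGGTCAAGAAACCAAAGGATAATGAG. The length of exon 7 is a multiple of 3 bases, while those of exons 6 and 8 each leave a remainder of 2. Exon 9 is the last exon, from 165070722 to 165072948.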

**Fig. 5:**
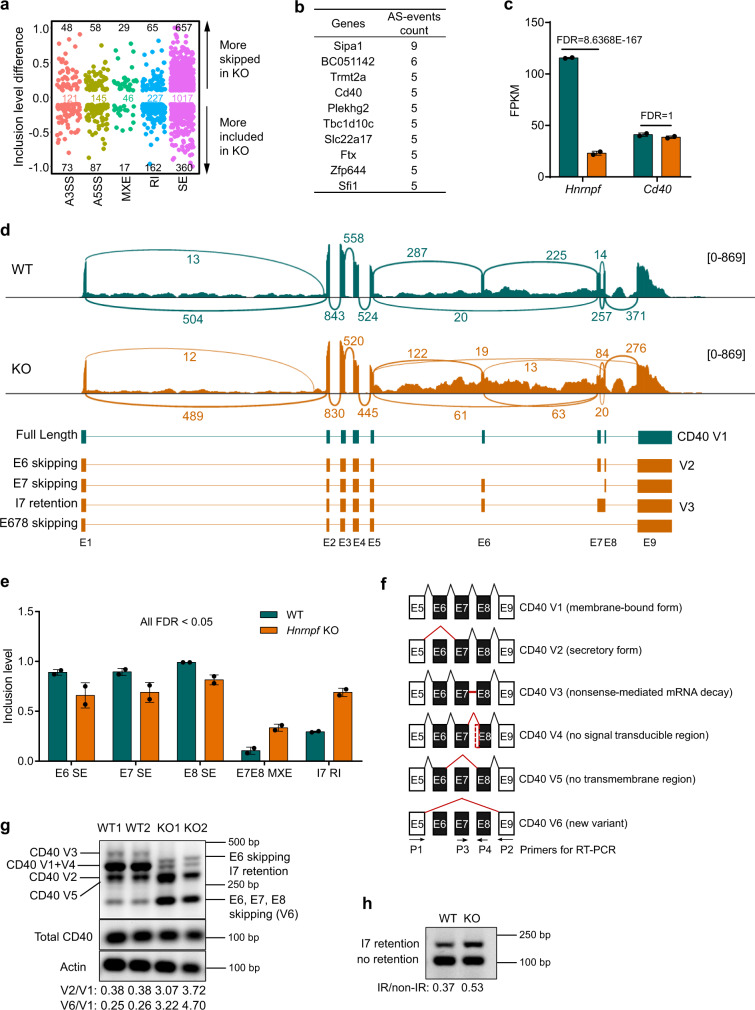
hnRNP F controls *Cd40* AS. **a** Scatter plots of inclusion level difference between WT and *Hnrnpf* KO FOB cells. Each dot represents a significantly altered splicing event (|inclusion level difference | > 10%, FDR < 0.05). **b** A list of top ten genes with the highest aberrant AS events. **c** Relative expression of *Hnrnpf* and *Cd40* mRNA in FOB cells based on the RNA-seq data (*n* = 2 per group). Data are from one single experiment. FDR was calculated by DESeq2 Bioconductor package based on the negative binomial distribution and and Benjamini–Hochberg method. **d** Sashimi plot of changes in AS of *Cd40* exon 6-8 in WT and *Hnrnpf* KO FOB cells. The full-length version and different variants of *Cd40* were shown. **e** The comparison of inclusion levels of indicated *Cd40* AS events between WT and *Hnrnpf* KO FOB cells. FDR was calculated by rMATS. Likelihood-ratio test was used to calculate *p* value of the Inclusion Level between two groups. Benjamini Hochberg algorithm was used to correct *p* value to get FDR value (*n* = 2 per group). Data are from one single experiment. **f** Schematics of various isoforms of *Cd40* mRNA generated by AS. The red lines above the exon indicate exon junctions, and the red line in CD40 V3 indicates CD40 intron 7. The red dotted line indicates exon sequences that are missing in CD40 V4 compared to CD40 V1. The arrows indicate the position of PCR primers for measuring *Cd40* AS. **g** RT-PCR analysis of *Cd40* variants using primers P1 and P2. The ratios of CD40 V2 to V1 and V6 to V1 were shown below the gel image. **h** RT-PCR analysis of *Cd40* intron 7 retention using primers P3 and P4. The ratio of the variant with I7 retention to that without was shown below the gel image. Data are representative of three independent experiments (**g**) or two independent experiments (**h**). Data are presented as mean values ± SD (**c** and **e**). Source data are provided as a Source Data file.

To validate *Cd40* AS changes in hnRNP F-deficient FOB cells, we performed RT-PCR and Sanger Sequencing to examine the abundance of various *Cd40* mRNA variants using previously reported primers (Fig. 5f), which can cover exons 5–9^42^. We showed that *Cd40* pre-mRNA in WT FOB cells had an AS pattern consistent with the previous reports^42^. As the sizes of variant 1 (V1) and V4 PCR products were very similar and could not be distinguished readily by the electrophoresis, we performed Sanger sequencing and showed that V1, the membrane-bound and signaling-competent form, but not V4, the signaling-incompetent form of *Cd40*, was predominant in both WT and KO B cells (Supplementary Fig. 3c). Interestingly, the loss of hnRNP F resulted in a drastic decrease in *Cd40* V1 accompanied by a significant increase in *Cd40* V2, as evidenced by the markedly increased V2/V1 ratio (Fig. 5g). We also detected two previously unidentified variants, one with exon 6 skipped and intron 7 retention and the other one with exons 6, 7 and 8 all skipped. Interestingly, a small amount of the variant with exons 6, 7 and 8 skipping was also present in the WT B cells, but it had not been reported previously (Fig. 5g). Thus, we named it V6. As the intron 7 retention could not be well-discerned in the PCR products amplified with primers P1 and P2, we used primers P3 and P4 to further evaluate the proportion of intron 7 retention. A higher ratio of variants with intron 7 retention to that with no retention was detected in *Hnrnpf* bKO B cells compared with the WT B cells (Fig. 5h). Together these results suggest that hnRNP F regulates the AS of *Cd40* pre-mRNA by promoting exons 6, 7, and 8 inclusion and intron 7 removal.

A previous study of B cell lines showed that hnRNP F promotes the membrane-bound IgM (mIgM) expression and inhibits the secretory type IgM (sIgM) production through regulating APA of IgH chain mRNA^14^. Thus, we also compared the expression of mIgM on the surface of total splenic B cells and FOB cells from the WT and *Hnrnpf* bKO mice by flow cytometry and found them to be comparable (Supplementary Fig. 3d, e). Moreover, the analysis of RNA sequencing data also indicated that mIgM-encoding transcript was predominantly and equivalently present in WT and *Hnrnpf* KO FOB cells, and they barely had any sIgM-encoding transcript (Supplementary Fig. 3f). These results suggest hnRNP F-deficiency does not affect APA of IgH chain mRNA in mouse splenic B cells.

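The deposited counts are per gene and do not separate the mIgM-encoding from the sIgM-encoding transcript, so the choice between their polyadenylation sites was not analysed here. At the gene level, Ighm (ENSMUSG00000076617, chromosome 12 of GRCm38 from 113418558 to 113422730, minus strand) had 77829 and 87076 counts in the WT libraries and 71993 and 88713 in the Hnrnpf bKO libraries. Its abundance was 4668 ± 129 CPM in WT and 4772 ± 254 in Hnrnpf bKO FOB cells (mean ± SD, n = 2 each). The log2 fold change of 0.03 was within its standard error of 0.05 (adjusted p = 0.771 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).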

### HnRNP F regulates GC B cell formation by promoting signaling-competent CD40 expression

Given the dramatically altered AS of *Cd40* mRNA in *Hnrnpf* bKO FOB cells (Fig. 5), we asked if the cell surface expression of CD40 was affected in the mutant cells. Indeed, flow cytometric analysis revealed that FOB cells from the unimmunized *Hnrnpf* bKO mice expressed much lower CD40 on their cell surface than the cells from the WT mice (Fig. 6a). Next, we examined the cell surface expression of CD40 in B cells from immunized mice. Similar to the situation of resting FOB cells, the CD38^+^Fas^−^ non-GC B cells, supposedly non-dividing cells, from *Hnrnpf* bKO mice expressed much lower levels of CD40 than their WT counterparts (Fig. 6b). However, consistent with the largely normal expression of *Hnrnpf* (Supplementary Fig. 2c), the residual CD38^−^Fas^+^ GC B cells from the *Hnrnpf* bKO mice had similar levels of CD40 compared to their counterparts from the WT mice, except for a small fraction (~15-20%) of GC B cells expressed lower levels of CD40 on their cell surface (Fig. 6b). We reasoned that the majority of residual GC B cells in immunized *Hnrnpf* bKO mice was from the B cells that escaped *Hnrnpf*-deletion and underwent expansion, thus having normal CD40 expression. Only a small fraction of GC B cells were the genuine hnRNP F-deficient cells, and hence, had lower CD40 expression. Thus, we sorted the CD40^hi^ and CD40^lo^ GC B cells from the immunized *Hnrnpf* bKO mice and examined the *Hnrnpf* expression by qRT-PCR. It was corroborated that the CD40^lo^ GC B had much lower levels of *Hnrnpf* mRNA than their CD40^hi^ counterparts and WT GC B cells (Fig. 6c).

**Fig. 6:**
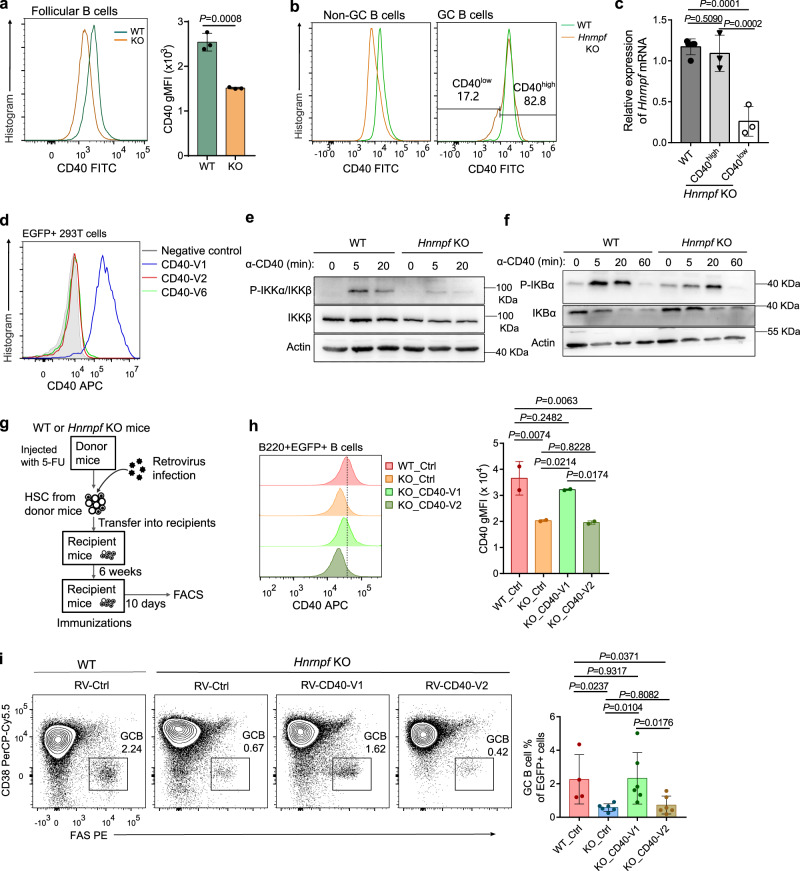
hnRNP F regulates GC B cell formation by promoting signalling-competent CD40 expression. **a** Flow cytometric analysis of the cell surface expression of CD40 on WT and *Hnrnpf* KO FOB cells (*n* = 3 per group). **b** Flow cytometric analysis of the cell surface expression of CD40 on WT and *Hnrnpf* KO GC (B220^+^CD38^-^FAS^+^) and non-GC (B220^+^CD38^+^FAS^-^) B cells. **c** Knockout efficiency of hnRNP F in *Hnrnpf* KO GCB cells with high and low CD40 expression using qRT-PCR (*n* = 4 for WT group and *n* = 3 for *Hnrnpf* KO group). **d** Flow cytometry analysis of the cell surface expression of CD40 on 293 T cells transfected with different CD40 variants. **e**, **f** Immunoblotting of phosphorylation of IKKα/IKKβ (**e**) and IκBα (**f**) in WT and *Hnrnpf* KO splenic B cells stimulated by 1 μg/ml anti-CD40 antibody. Data are from one single experiment (**e** and **f**). **g** The experimental flow of mixed BM chimeric mice study. **h** Flow cytometric analysis of the cell surface expression of CD40 on splenic B cells from different chimeric mice as indicated at day 10 after immunization with NP-CGG (*n* = 2 per group). **i** Flow cytometric analysis of GC B cells in the spleen of chimeric mice at day 10 after immunization (*n* = 4 for WT group and *n* = 6 for *Hnrnpf* KO group). Data are representative of two independent experiments (**a**, **b,** and **d**) or three independent experiments (**h** and **i**). Each symbol represents an individual mouse, and an unpaired two-tailed student’s t-test (**a**) or one-way ANOVA without adjustments (**c**, **h,** and **i**) was used for the statistical analysis. Data are presented as mean values ± SD (**a**, **c**, **h,** and **i**). Source data are provided as a Source Data file.

To further evaluate the cell surface expression of *Cd40* V2 and V6, the two most dominant variants present in *Hnrnpf* bKO FOB cells, we transfected HEK 293 T cells with plasmids expressing these two variants. In contrast to the ready detection of CD40 on the 293 T cells transfected with a full-length *Cd40* V1, CD40 was barely detected on the cell surface of 293 T cells over-expressing V2 and V6 (Fig. 6d). These results are consistent with the previous study reporting that only *Cd40* V1 but not the exon 6-skipped variants, such as V2 and V6, can be translated into a membrane-bound CD40 receptor^42^. We also assessed the biochemical consequence of the decreased cell surface expression of CD40 in the mutant B cells by examining the activation of NF-κB, which was picked up by the gene enrichment analysis (Supplementary Fig. 3b) and is one of the most important signaling pathways downstream of CD40 signaling^43^. Our immunoblotting showed that hnRNP F-deficient splenic B cells exhibited much reduced NF-κB activation upon stimulation with an agnostic anti-CD40 antibody, as evidenced by their significantly decreased phosphorylation of IKKα/β and their substrate IKBα compared to the WT B cells (Fig. 6e, f). These results also dovetailed with the previous data that hnRNP F-deficient B cells were defective in proliferation upon treatment with anti-CD40 antibody plus IL-4, and IL-21, and failed to upregulate c-Myc upon CD40 engagement (Fig. 4l). Our results suggest that the altered *Cd40* AS due to hnRNP F-deficiency leads to significantly reduced cell surface expression of CD40, and consequently compromised CD40-mediated downstream signaling in B cells.

Next, we asked if the compromised GC B cell formation in *Hnrnpf* bKO mice was due to the defective cell surface expression of CD40 caused by the abnormal *Cd40* mRNA AS in the mutant B cells. To this end, we performed a mixed BM chimera experiment by transferring 33.3% of *Hnrnpf* bKO BM cells transduced retrovirally with V1 or V2 *Cd40* variant together with 66.6 % of BM cells from the μMT mice into the sub-lethally irradiated WT mice. The chimeric mice were challenged with NP-CGG 6 weeks after reconstitution, and GC B cells were analyzed 10 days after immunization (Fig. 6g and Supplementary Fig. 4a). Flow cytometric analysis showed that the defective cell surface expression of CD40 in the hnRNP F-deficient B cells was largely restored by *Cd40* V1 but not by the V2 variant (Fig. 6h). More importantly, the reintroduction of *Cd40* V1 variant into the hnRNP F-deficient B cells could largely rescue their defective GC B cell formation (Fig. 6i). In contrast, the *Cd40* V2 variant failed to salvage the GC B cell defect of *Hnrnpf* bKO mice. Examination of *Hnrnpf* transcript further showed that the GC B cells differentiated from the *Hnrnpf* bKO B cells rescued by *Cd40* V1 variant had lower levels of *Hnrnpf* mRNA (~ 50% of the levels in WT), suggesting a considerable fraction of GC B cells in these mice were from the *Hnrnpf*-deleted B cells, whereas the residual GC B cells from the *Hnrnpf* bKO cells rescued with the V2 variant had similar *Hnrnpf* mRNA levels compared to the unrescued control cells (~ 80 %), indicating they were most likely from the deletion-escaped cells (Supplementary Fig. 4b). These results suggest the V1 but not the V2 variant of *Cd40* can partially rescue the GC B cell defects caused by hnRNP F-deficiency. Consistently, the abundance of NIP^+^IgG1^+^ cells also increased after the *Cd40* V1 variant rescue, although the difference was not statistically significant (Supplementary Fig. 4c, d). Thus, our results indicate that hnRNP F regulates GC B cell formation, at least partially, by ensuring a proper cell surface expression of CD40 via regulating AS of *Cd40* pre-mRNA.

### HnRNP F directly binds to G-tracts of *Cd40* pre-mRNA to modulate exon inclusion and intron removal

We subsequently explored the molecular mechanisms whereby hnRNP F regulates the AS of *Cd40*. We performed a native RNA immunoprecipitation (RIP) using a hnRNP F-specific antibody followed by qRT-PCR analysis to examine hnRNP F’s binding of *Cd40* pre-mRNA in FOB cells. First, a pair of primers specific to *Cd40* exon 6 was used to test the pull-down efficiency of the anti-hnRNP F antibody. A significantly higher amount of *Cd40* mRNA was detected in the RNA precipitated by the anti-hnRNP F antibody than that pulled down by a control IgG antibody (Fig. 7a), suggesting that the antibody can specifically enrich hnRNP F-associated *Cd40* mRNA in B cells.

**Fig. 7:**
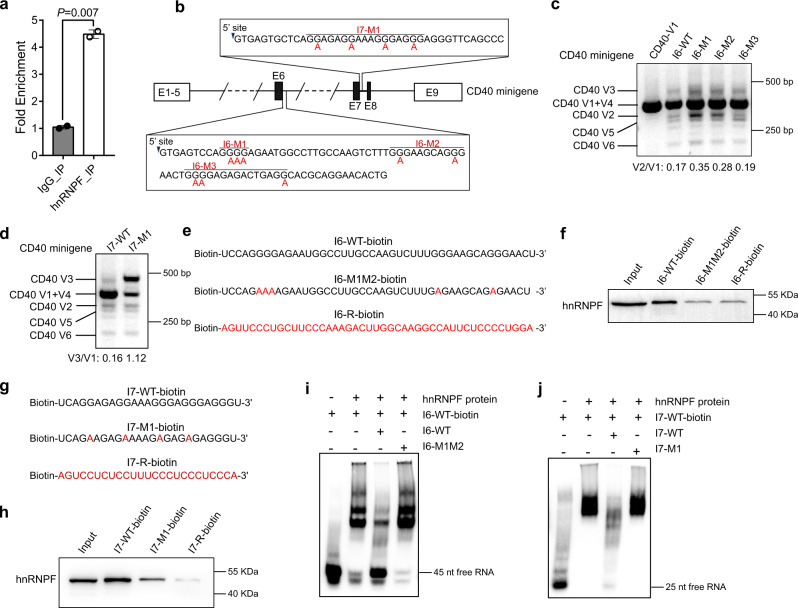
hnRNP F directly binds to G-tracts of *Cd40* pre-mRNA to modulate exon inclusion and intron removal. **a** RIP-qPCR analysis of the enrichment of *Cd40* gene bound to hnRNP F in WT splenic B cells (*n* = 2). Data are from one single experiment. An unpaired two-tailed Welch’s t test was used for statistical analysis. Data are presented as mean values ± SD. **b** Illustration of *Cd40* minigenes. Filled boxes: alternatively spliced exons. Empty boxes: constitutively spliced exons. The mutated bases were highlighted in red. **c**, **d** RT-PCR analysis of *Cd40* variants, including exon 6 skipping (**c**) and intron 7 retention (**d**), using primer P1 and P2 in 3T3-L1 cells transfected with WT or mutated *Cd40* minigenes as indicated. CD40 V1 was used as a positive control. The ratios of CD40 V2 to V1 and V3 to V1 were shown below the gel images. **e**–**h** RNA pull-down assays using biotin-labeled RNAs. Biotinylated RNAs, containing WT or mutated intron 6 (**e**) or 7 (**g**) sequences of the *Cd40* pre-mRNA were prepared. The red letters indicate the mutant bases. RNAs with the reverse sequences were included as controls. The precipitated hnRNP F proteins were examined by immunoblotting (**f** and **h**). **i**, **j** RNA EMSA detection of hnRNP F binding to intron 6 (**i**) and intron 7 (**j**) of *Cd40* pre-mRNA. Data are representative of two independent experiments (**c**, **d**, **i,** and **j**) or three independent experiments (**f**, **h**). Source data are provided as a Source Data file.

Next, we set to identify hnRNP F’s binding sites within the *Cd40* locus critical for the AS of *Cd40*. Previous studies have demonstrated that hnRNP F can bind to the G-rich motif within G-tracts in the vicinity of target exons, thus regulating their inclusion or skipping^9,36^. By analyzing introns 6 and 7 sequences adjacent to exons 6 and 7, we found many G-tracts adjacent to the 5’ splicing sites of introns 6 and 7, implying that they might be the potential hnRNP F’s binding sites and required for the AS of *Cd40*. To validate if these putative sites are essential for the normal AS of *Cd40*, we first performed a minigene-based splicing assay. We constructed a WT *Cd40* minigene containing partial sequences of *Cd40* introns 5 and 6, with most of their central regions deleted, plus the intact introns 7 and 8 and exons 1 to 9 of *Cd40* (Fig. 7b). We also made several mutant *Cd40* minigenes with G mutated into A in the G-tract regions 1, 2, and 3 of intron 6 and region 1 of intron 7, namely I6-M1, I6-M2, I6-M3 and I7-M1 (Fig. 7b, shown in the boxes). The mouse 3T3-L1 cells were then transfected with the WT or various mutant minigenes, and RNAs were extracted after 48 h and subjected to qRT-PCR analysis using primers P1 and P2. We found that cells transfected with I6-M1 or I6-M2 minigene expressed considerably higher levels of *Cd40* V2 transcript and increased V2 to V1 ratios (Fig. 7c, lanes 3 and 4). These results were in great contrast to that of cells transfected with I6-WT minigene, which predominantly expressed *Cd40* V1 transcript and very little *Cd40* V2 transcript and thus had a low V2 to V1 ratio (Fig. 7c, lane 2). Conversely, levels of *Cd40* V2 transcript and V2 to V1 ratios were indistinguishable between I6-WT and I6-M3 transfectants (Fig. 7c, lanes 2 and 5). These results suggest that the G-tracts in regions 1 and 2 but not 3 of intron 6 are important for exon 6 inclusion. We also noticed that I7-M1 transfectants manifested a substantially enhanced level of *Cd40* V3 transcript and a much higher V3 to V1 ratio than I7-WT transfectants (1.12 vs 0.16) (Fig. 7d), indicating that G-tracts in this region of intron 7 are critical for preventing I7 retention. Together, our results suggest that G-tracts within intron 6 regions 1 and 2 promote exon 6 inclusion, whereas the G-tracts in intron 7 region 1 facilitate its removal.

We next asked if the above-verified G-tracts are the bona fide binding sites for hnRNP F. To this end, we performed an RNA pull-down assay using biotin-tagged synthesized WT (I6-WT or I7-WT) or mutant RNAs covering regions 1 and 2 of intron 6 (I6-M1M2) or region 1 of intron 7 (I7-M1), respectively (Fig. 7e, g), followed by immunoblotting to detect the hnRNP F protein pulled down by the RNA. We noticed that hnRNP F protein was readily detected in the lysates pulled down by the biotinylated I6-WT or I7-WT RNAs but not by their reverse sequences (I6-reverse and I7-reverse) (Fig. 7f, h, lanes 2 and 4). However, the amount of hnRNP F protein was much lower in the lysate pulled down by the I6-M1M2 or I7-M1 RNA sequences (Fig. 7f, h, lane 3), suggesting that these G-tract regions are the authentic hnRNP F-binding sites.

To further confirm if hnRNP F could directly bind to these G-tract RNA sequences of *Cd40*, we performed an RNA electrophoretic mobility shift assay (EMSA). To this end, His-tagged hnRNP F protein was used to determine the interaction between protein and *Cd40* I6 G-tract RNA. The addition of hnRNP F caused a pronounced retarded migration of the I6-WT-biotin RNA (Fig. 7i, lane 2), compared to the fast migration of the RNA-alone sample (Fig. 7i, lane 1). The retarded migration of I6-WT-biotin RNA by hnRNP F could be partially reversed by the addition of unlabeled I6-WT RNA, which could compete for binding with hnRNP F (Fig. 7i, lane 3) but not by the unlabeled mutant form of I6 RNA, I6-M1M2 (Fig. 7i, lane 4). These results substantiate that hnRNP F directly binds to *Cd40* I6 at regions 1 and 2. We further performed a similar assay to examine the binding of hnRNP F to the *Cd40* I7 region and corroborated that hnRNP F also directly binds *Cd40* I7 at region 1 (Fig. 7j).

### HnRNP A1/A2B1 and hnRNP F antagonistically regulate the AS of *Cd40* RNA

More than half of the AS events are regulated by complexes of multiple hnRNP proteins, acting either synergistically or antagonistically^38,44^. Having demonstrated the critical role of hnRNP F in *Cd40* AS, we next asked if other hnRNPs also regulate the AS of *Cd40* given that CD40 is crucial for B cell physiology. To this end, we performed an RNA pull-down assay followed by protein mass spectrometry to identify the potential hnRNP proteins involved in regulating the AS of *Cd40*. A sense RNA of 404 nucleotides in length, including the exon 6 and the adjacent region of intron 6 sequences of mouse *Cd40* pre-mRNA, was transcribed in vitro by the T7 RNA polymerase and labeled with biotin. An antisense RNA of the same region was prepared and served as a control. Mass spectrometric analysis of proteins pulled down by the sense and antisense RNA identified nine proteins with fold-change (sense vs antisense pull-down) of label-free quantification (LFQ) more than 5. Six of the nine proteins are hnRNP proteins, including hnRNP H1, hnRNP H2, hnRNP H3, hnRNP F, hnRNP A1, and hnRNP A2B1(Fig. 8a). Among the six hnRNP proteins, hnRNP H1, hnRNP H2, hnRNP H3, and hnRNP F belong to the same hnRNP F/H subfamily and contain the q-RRMs for recognizing G-tracts and regulating AS^9,10,45^. Our EMSA demonstrated that hnRNP H1 could bind to the same sites of *Cd40* pre-mRNA as hnRNP F did (Supplementary Fig. 5a, b). Moreover, our pull-down assay also identified CELF2, a homolog of CELF1 that was previously shown to promote *Cd40* exon 6 inclusion in human B lymphoma cell line Daudi^27,46^, to bind the same region of *Cd40* pre-mRNA, further proving the fidelity of our assay (Fig. 8a).

**Fig. 8:**
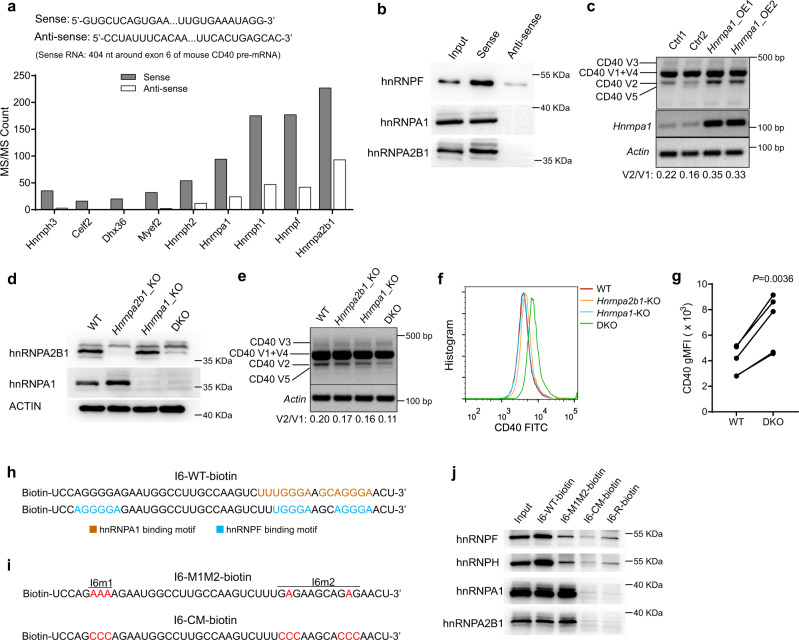
hnRNP A1 and A2B1 bind directly to *Cd40* pre-mRNA and regulate its AS. **a** *Cd40* pre-mRNA-binding proteins pulled down by the sequence corresponding its exon 6 and the flanking intronic regions. The pulled-down proteins were analyzed by mass spectrometry. Top proteins with a fold change of LFQ intensity of more than 5 and MS/MS count with sense RNA of more than 15 were shown. Data are from one single experiment. **b** Immunoblotting of hnRNP F, A1, and A2B1 proteins in the pull-down lysates using biotinylated sense and antisense RNAs as shown in **a**. Data are representative from two independent experiments. **c** RT-PCR analysis of *Cd40* variants using primers P1 and P2 in B cells retrovirally transduced with control or hnRNP A1-overexpressing vectors. **d** Immunoblotting of hnRNP A1 or A2B1 in the splenic B cells from the WT and different knockout mice. **e** RT-PCR analysis of *Cd40* variants using primers P1 and P2 in the FOB cells from the WT and different knockout mice. **f**, **g** Flow cytometric (**f**) and statistical analysis (**g**) of the cell surface expression of CD40 expression in FOB cells from WT and DKO mice. Data are pooled from three independent experiments in which the pairing samples were the mice from the same litters (*n* = 5 per group). A paired two-tailed student’s t-test was used for the statistical analysis. **h** The predicted binding sites of hnRNP F and hnRNP A1 on *Cd40* I6-WT RNA by RBPmap. **i**, **j** RNA pull-down assays using WT or indicated mutated biotin-labeled RNAs (**i**), and the precipitated hnRNP proteins were examined by immunoblotting (**j**). Data are representative of two independent experiments (**c**–**e**) or three independent experiments (**j**). Source data are provided as a Source Data file.

Interestingly, the most abundant protein identified in the pull-down experiment was hnRNP A2B1, with its homolog A1 also on the list. HnRNP A1 and A2B1 are members of hnRNPs A/B subfamily and can bind G/A-rich sequences to regulate AS of RNAs^38,47,48^. Consistently, our immunoblotting assay detected the presence of hnRNP A1 and A2B1 in a sense but not antisense RNA pull-down lysates (Fig. 8b), corroborating that these two hnRNP proteins bind to *Cd40* pre-mRNA sequences adjacent to exon 6 as hnRNP F does. To further explore the role of hnRNP A1 and A2B1 in regulating AS of *Cd40*, we retrovirally overexpressed *Hnrnpa1* and *Hnrnpa2b1*, respectively, in mouse splenic B cells. Our RT-PCR analysis showed that hnRNP A1 overexpression led to significantly increased levels of *Cd40* V2 transcript compared to the control group (Fig. 8c). These results suggest that hnRNP A1 promotes *Cd40* RNA exon 6 skipping, consistent with previous data that hnRNPA1 mainly promotes exon skipping^38,44,47,49^.

We also conditionally ablated hnRNP A1 and hnRNP A2B1 knockout mice by deleting the floxed *Hnrnpa1* and *Hnrnpa2b1* alleles using Mb1-Cre recombinase to study their physiological functions. As functional redundancy might exist due to the high homology between hnRNP A1 and hnRNP A2B1 proteins, we further generated conditional double knockout (DKO) mice with both *Hnrnpa1* and *Hnrnpa2b1* genes deleted specifically in B cells. Immunoblotting assay confirmed that the hnRNP A1 or hnRNP A2B1 proteins were absent in splenic B cells from the individual single and DKO mice (Fig. 8d). Analysis of *Cd40* AS showed that the deletion of either *Hnrnpa1* or *Hnrnpa2b1* could only marginally inhibit exon 6 skipping, as evidenced by the slightly reduced *Cd40* V2 transcript in the single KO compared to the WT B cells (Fig. 8e, lanes 2 and 3). In contrast, the DKO B cells manifested a significant reduction in *Cd40* V2 transcript (Fig. 8e, lane 4). We hypothesized that the decrease in exon 6 skipping would, in turn, increase the *Cd40* V1 transcript leading to an enhanced cell surface expression of CD40. Indeed, we detected a significantly increased CD40 expression on the cell surface of the DKO B cells (Fig. 8f, g).

The opposite phenotypes of CD40 cell surface expression observed in B cells deficient in hnRNP F or A1/A2B1 prompted us to delve into how *Cd40* AS were regulated by these closed but different hnRNP family members. Given that both hnRNP F and A1/A2B1 bind *Cd40* pre-mRNA near its exon 6 region, preferably at the G-tracts, we asked if they compete for the same or overlapping binding sites and exert opposing roles. We first analyzed the *Cd40* pre-mRNA sequences around the exon 6 region to identify the putative hnRNP F- and A1/A2B1-binding sites using the RBPmap (https://rbpmap.technion.ac.il/index.html). We noticed that hnRNP F-binding sites in region 2 of intron 6 overlapped with A1/A2B1-binding sites (Fig. 8h). To prove further that hnRNP F and A1/A2B1 bind *Cd40* pre-mRNA at these overlapping sites, we performed an RNA pull-down assay using biotin-labeled WT and mutant RNAs, with the RNA of reverse sequence (I6-R-biotin) serving as the negative control. One of the mutants was I6-M1M2-biotin RNA, which was used to study hnRNP F’s binding previously (Fig. 7e). We also synthesized another mutant, I6-CM-biotin RNA, in which G within the WT binding region was mutated into C (Fig. 8i). This was necessary because the predicted RNA binding motifs for hnRNP F and A2/A2B1 were slightly different, with the latter being G/A-riched sequences^38^, and therefore G to A mutations might not be able to abolish the binding. The RNA pull-down assays showed that both hnRNP F/H and A1/A2B1 could bind to I6-WT RNA but not the negative control I6-R-biotin (Fig. 8j, lanes 2 and 5). Interestingly, the binding of hnRNP F/H, but not A1/A2B1, was significantly reduced when we used mutant RNA I6-M1M2-biotin, in which G was changed to A (Fig. 8k, lane 3). When we used mutant RNA I6-CM-biotin, in which the binding motifs for both hnRNP F and A1/A2B1 were abolished by G to C mutations, to pull down the proteins, we found that neither hnRNP F/H nor A1/A2B1 could be pulled down (Fig. 8k, lane 4). These data suggest that hnRNP A1/A2B1 and hnRNP F/H bind to the overlapping sites in the region 2 of intron 6 of *Cd40* pre-mRNA and antagonistically regulate *Cd40* AS, with hnRNP A1/A2B1 promoting its exon 6-skipping and thus downmodulating CD40 cell surface expression.

## Discussion

An early study showed that hnRNP F could suppress secretory immunoglobulin expression but favour membrane-bound BCR expression in mouse B cell lines by regulating APA of IgH mRNA^14^. However, our study found a normal expression of membrane-bound BCR in hnRNP F-deficient B cells in mice. This discrepancy could be due to different regulatory mechanisms existing in native B cells versus transformed B cell lines. Additionally, hnRNP H, which also regulate APA of IgH mRNA^14^, could potentially compensate for hnRNP F’s role for APA in the mutant B cells. While B cell development was also largely normal in hnRNP F-deficient mice, the TD antibody response was profoundly compromised due to the lack of hnRNP F in B cells. The mutant mice failed to produce IgH class-switched high-affinity antibodies in response to TD antigen challenge. Concomitantly, hnRNP F-deficient mice had severely compromised GC B cell formation. Our mechanistic studies demonstrated that the mutant B cells exhibited an abnormal AS of *Cd40* mRNA leading to a significantly decreased signaling-competent CD40 expression on the cell surface of B cells. This was supported by the defective proliferation and c-Myc induction in the mutant B cells. Moreover, only the signaling-competent V1 variant, but not the incompetent V2 variant, could partially rescue the CD40 expression and GC B cell defects. However, not all the GC B cells in the chimera mice were from the *Hnrnpf*-deleted B cells rescued with V1. We hypothesize that these rescued cells could not compete with the residual V1-transfected hnRNP F deletion-escaped B cells for expansion, or some other CD40-independent mechanisms may exist downstream of hnRNP F accounting for the incomplete rescue by V1. The defective IgG1 class switching of hnRNP F-deficient B cells induced by LPS and IL-4 also implies that hnRNP F possibly regulates IgG1 class switching beyond controlling CD40 expression. Further investigations are needed to determine if hnRNP F could control GC B cell response by additional mechanisms.

Five *Cd40* mRNA transcript variants can be generated in mouse B cells through AS^42^. Amongst the five variants, only variant 1 encodes a full-length signaling-competent membrane-bound CD40. In contrast, variant 2 has membrane domain-encoding exon 6 skipped, resulting in a truncated secretory form of CD40. The other three variants are also incompetent in transducing CD40 signals, as they either lack intracellular signaling domains of CD40 (variants 3 and 4) or the transmembrane domain (variant 5)^42^. Thus, the aberrant AS of *Cd40* mRNA would lead to impaired CD40 signalling. A recent study reported that CELF1 could suppress *Cd40* exon 6 skipping in human B lymphoma cell line Daudi^27^. Here we showed that hnRNP F could regulate AS of *Cd40* mRNA in mouse B cells and thus control TD antibody response in vivo. These findings highlight the importance of hnRNP F in controlling AS of *Cd40* pre-mRNA in B cells under physiological settings.

Despite the normal B cell development phenotype of hnRNP F-deficient mice, we can not rule out the possibility that hnRNP F plays a role in B cell development. Firstly, CD19-Cre-mediated deletion of floxed *Hnrnpf* alleles was inefficient in the Fr. B to D subsets (Supplementary Fig. 1d), making it difficult to determine hnRNP F’s function in early B development using *Hnrnpf* bKO mice. Secondly, hnRNP H, the homologous proteins of hnRNP F, could compensate for hnRNP F’s deficiency in B cell lineage, making it challenging to explicitly elucidate hnRNP F’s role in early B cell development. HnRNP H1 and hnRNP H2 are 96% identical at the amino acid level, and the amino acid identicalness between hnRNP F and hnRNP H1 is 68%, with that in the third q-RRM being up to 80%^50^.In fact, homologous hnRNP members commonly exist in the same cells and exert overlapping functions. For example, PTBP2 and PTBP3 were upregulated and compensated for the PTBP1 deficit in B cell development in PTBP1-deficient mice^51^. However, PTBP1 conditional knockout mice exhibited a pronounced defect in the positive selection of GC B cells, and PTBP2 could only partially offset the loss of PTBP1. Similarly, our hnRNP F conditional knockout mice also showed very severe defects in GC B cell formation and antibody response, and apparently, the hnRNP H proteins could not compensate for the hnRNP F’s deficiency. These findings indicate that individual hnRNP proteins might play more dominant roles in certain stages or context.

HnRNP proteins primarily regulate AS by binding to a sequence near the target exon^38^. Consistent with this, we found that hnRNP F was also bound to G-tracts adjacent to the 5’ splicing site of the intron 6 of *Cd40* pre-mRNA to promote the exon 6 inclusion. It was reported previously that hnRNP F regulated AS by binding to pre-mRNA G-quadruplex (G4) structures^37^. Therefore, it will be interesting to identify the putative G4 structures within the whole *Cd40* pre-mRNA fragment using the G4 analysis tool QGRS Mapper^52^, and to determine if these G4 structures are necessary for hnRNP F-mediated regulation of *Cd40* AS. Earlier studies also demonstrated that hnRNP F could recruit components of splicing factors U1 or U2 to promote the target exon splicing^12,13^. We speculate that hnRNP F might promote intron 6 removal and exon 6 inclusion by recruiting the U1 splicing factors because hnRNP F could bind to the region adjacent to the 5’ splicing site of intron 6. Furthermore, G-tracts were not found within exon 6 and at the 3’ splicing site of intron 6. 

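In the GRCm38 annotation, exon 6 of Cd40 reads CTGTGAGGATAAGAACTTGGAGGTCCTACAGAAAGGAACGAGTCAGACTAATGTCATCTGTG and holds 0 tracts of at least 3 G. Intron 6 spans bases 165066565 to 165069628 of chromosome 2 and is 3064 bases long. Its first 131 bases, up to 165066695, belong to an annotated transcript and hold 6 tracts of at least 3 G. They start at bases 10, 36, 44, 51, 84 and 113 of the intron, and the first 4 lie within its first 60 bases, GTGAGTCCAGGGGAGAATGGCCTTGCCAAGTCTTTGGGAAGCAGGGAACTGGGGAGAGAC. The rest of intron 6, with its 3′ splice site, was not analysed here. Intron 7 spans bases 165069716 to 165069816, is 101 bases long and reads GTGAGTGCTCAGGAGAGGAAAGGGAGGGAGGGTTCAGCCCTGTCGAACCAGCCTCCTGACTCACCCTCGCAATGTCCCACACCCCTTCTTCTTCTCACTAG. It holds 3 tracts of 3 G, which start at its bases 22, 26 and 30. Exon 7 holds 2 tracts of at least 3 G and exon 8 holds 0. Intron 8 is 873 bases long.

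**Figure D2:**
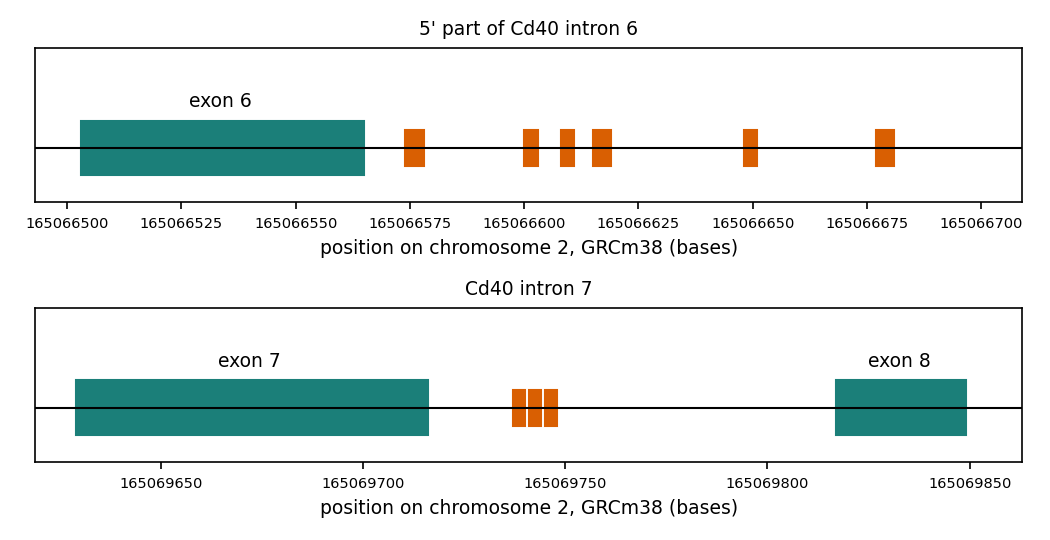
The 5′ part of Cd40 intron 6 (top) and the whole of intron 7 (bottom), drawn to scale by position on chromosome 2 of GRCm38 in bases (x axis). Green boxes are exons, the black line is the intron and orange boxes are intronic tracts of at least 3 G, of which 6 lie in the first 131 bases of intron 6 and 3 in intron 7.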

The same model might also apply to explain the removal of *Cd40* intron 7, as hnRNP F could bind to the G-tracts adjacent to its 5’ splicing site as well.

Another interesting finding from our study was that hnRNP A1 and A2B1 could suppress *Cd40* exon 6 skipping. It is known that AS are mainly regulated by the hnRNP protein complexes, and some combinations of hnRNPs act synergistically while others exert antagonistic functions. Earlier studies have shown that hnRNP A1 and hnRNP F can regulate AS of the same pre-mRNA but oppositely^38,44^. Here we showed that hnRNP A1/A2B1 and hnRNP F also had opposing roles in regulating the AS of *Cd40*, with hnRNP A1/A2B1 suppressing and hnRNP F promoting exon 6 inclusion. Interestingly, both hnRNP A1/A2B1 and hnRNP F have been found to bind to G-tracts for AS regulation^9,38^, suggesting that hnRNP A1 and A2B1 may compete with hnRNP F for the same binding site on *Cd40* pre-mRNA. Without the competition of hnRNP F, as in the case of hnRNP F-deficient B cells, hnRNP A1 and A2B1 could bind even more readily to the 5’ splice site of *Cd40* pre-mRNA intron 6, thus promoting exon 6 skipping. Therefore, the availability of different *Cd40* variants in B cells is determined by the balanced effect of the competitive and co-regulatory hnRNP proteins. Future study of hnRNP A1/A2B1 DKO mice and mice deficient in all three hnRNPs might shed more light on how these molecules regulate *Cd40* AS in B cells.

In summary, our study showed that hnRNP F is required to produce high affinity IgH class-switched antibodies during TD antibody response and promote GC B cell formation. Mechanistically, hnRNP F controlled the appropriate cell surface expression of CD40 in B cells by regulating the AS of *Cd40* pre-mRNA. Furthermore, we discovered that hnRNP A1 and A2B1 are also involved in regulating AS of *Cd40* but have an opposite effect to hnRNP F, suggesting they work in concert to regulate AS of *Cd40* to ensure optimal GC B cell formation and antibody response.

## Methods

### Mice and immunization

All experimental animal operations were approved by the Institutional Animal Care and Use Committee of the Southern University of Science and Technology. *Cd19*^Cre/+^ (B6.129P2(C)-*Cd19*^*tm1(cre)Cgn*^/J, strain #: 007770) and *Mb1*^Cre/+^ (B6.C(Cg)-*Cd79a*^*tm1(cre)Reth*^/EhobJ, strain #: 020505) mice were obtained from The Jackson Laboratory. *Hnrnpf* floxed mice were obtained from Nanjing Biomedical Research Institute of Nanjing University (Cat #: T000629). To generate conditional knockout mice, the *Hnrnpf* floxed mice were crossed to Flp expressing mice (Cyagen, Cat #: C001090) to remove the neo-cassette and then crossed to *Cd19*^Cre/+^ mice to delete exon 4 of *Hnrnpf* gene (Supplementary Fig. 6a). *Hnrnpa2b1* floxed mice (Cat #: S-CKO-11602) were obtained from Cyagen and crossed with *Mb1*^Cre/+^ to generate conditional knockout mice to delete its exons 2 to 6 (Supplementary Fig. 6b). *Hnrnpa1* floxed mice (Cat #: T013507) were obtained from Gempharmatech and crossed with *Mb1*^Cre/+^ to generate conditional knockout mice to delete its exons 2 to 11 (Supplementary Fig. 6c). Male and female mice of 6–12 weeks old were used for breeding and experiments. For chimera assay, muMT (B6.129S2-*Ighm*^*tm1Cgn*^/J, strain #: 002288) mice were obtained from The Jackson Laboratory and the recipients were wild-type C57BL/6 J mice (The Jackson Laboratory, strain #: 000664). All mice were on a C57BL/6 background and feeded with SPF grade Rats & Mice Growing and Breeding feed (Beijing Keao Xieli Feed Co.,Ltd., Cat. 1016706476803973120). All mice were housed under specific pathogen-free conditions and on a 12 h on/12 h off light/dark cycle with temperature 20–26 °C and humidity ~70% in the Laboratory Animal Center of the Southern University of Science and Technology. For experiments, the mice were euthanized in a CO_2_ chamber.

For T-cell dependent antibody immune response, mice were immunized with 100 μg NP_30_-CGG or NP_30_-KLH (Biosearch Technologies) in alum (Thermo) intraperitoneally.

### Cell culture and B cell stimulation in vitro

3T3-L1 fibroblast cells were a gift from the Life Science Experimental Teaching Demonstration Center of Southern University of Science and Technology, and were cultured with DMEM high glucose liquid media (Hyclone) containing 10% fetal bovine serum (ExCell Bio), 100 U/ml penicillin and 100 μg/ml streptomycin (Hyclone) in 24-well plates or 100 mm dishes (NEST Biotechnology) at 37°C with 5% (v/v) CO2. HEK 293 T cells were cultured under the same conditions as 3T3-L1 fibroblast cells.

For B cell stimulation in vitro, anti-CD43 beads (Miltenyi Biotec) and LS columns (Miltenyi Biotec) were used for the purification of splenic B cells. Two million purified splenic B cells were cultured in RPMI-1640 medium (Gibco) supplemented with 10% fetal bovine serum (Gibco), 100 U/ml penicillin and 100 μg/ml streptomycin (Hyclone). LPS (20 µg/ml, Sigma) was used to stimulate B cells for retroviral transduction. Anti-CD40 (1 µg/ml, BD Biosciences) antibody was used for immunoblot analysis of NF-κB pathway in splenic B cells upon CD40 engagement.

### CSR and cell proliferation in vitro

Mouse splenic B cells were isolated using EasySep™ Mouse B Cell Isolation Kit (Stem Cell) and stimulated with 20 μg/ml LPS (Sigma-Aldrich) for CSR to IgG3. For CSR to IgG1, B cells were stimulated with 20 μg/ml LPS (Sigma-Aldrich) and 10 ng/ml of mouse recombinant IL-4 (Bio-Techne, # 404-ML), or 1 μg/ml anti-CD40 (BD Biosciences) and 10 ng/ml of mouse recombinant IL-4 (Bio-Techne, # 404-ML), or 1 μg/ml anti-CD40 (BD Biosciences), 10 ng/ml of mouse recombinant IL-4 (Bio-Techne, # 404-ML) and 10 ng/ml of mouse recombinant IL-21 (Bio-Techne, # 594-ML).

For the proliferation assay, cells were stained with CellTrace™ Far Red Cell Proliferation Kit (Thermofisher) for 5 min at 37 °C and cultured with indicated stimulation. Cells were analyzed at day 0 and day 3 using flow cytometry.

### iGB cell culture

Splenic B cells were purified using EasySep™ Mouse B Cell Isolation Kit (Stem Cell) and seeded with 10^6^ cells per well of 96-well plate in 200 ul RPMI-1640 medium (Gibico) supplemented with 15 % FBS (ExCell Bio), 55 μM 2-mercaptoethanol (Sigma), 1 X Non-Essential Amino Acids (Gbico), 10 mM HEPES (Gibico), 1 mM sodium pyruvate, 100 U/ml penicillin and 100 μg/ml streptomycin (Hyclone). B cells were stimulated with 1 μg/ml of anti-CD40 (BD Biosciences), 5 ng/ml of mouse recombinant IL-4 (Bio-Techne, # 404-ML), and 5 ng/ml of mouse recombinant IL-21 (Bio-Techne, # 594-ML) for primary culture. After 1 day, Cells from each well of 96-well plate were transferred to 10 cm plates containing 10 ml medium and then cultured with the same stimulation for another 3 days. iGB cells were analyzed at day 4 using flow cytometry.

### Plasmid construction

All plasmids used in this study were constructed in a MIGR1-based vector as described previously^53^. For the construction of MIGR1-CD40-V1, MIGR1-CD40-V2, MIGR1-CD40-V6 and MIGR1-Hnrnpa1, target DNAs were amplified using KOD-Plus-neo (TOYOBO) from cDNA library of mouse splenic B cells and then inserted into the MIGR1 vector using ClonExpress MultiS one Step Cloning Kit (Vazyme). For MIGR1-CD40-minigene construction, we used a minigene composed of mouse CD40 coding sequence and introns 5 (excluding the region spanning 5′-CATGTGCATGCATGC…ATCTGATCATCTTTT-3′), 6 (excluding the regions spanning 5′- CAGTGTCACCTGGTA…GCACAGATGCACACA-3′), 7 and 8 (Fig. 6b). Sanger sequencing was used for the confirmation of all inserted sequences.

### Transfection and retrovirus transduction

3T3-L1 cells were transiently transfected with WT or mutant MIGR1-CD40-minigene plasmids coated by Liposome Transfection Reagent (Yeasen) in OPTI-MEM (Gibco), cultured for 48 h, and then collected for following experiments. For the transfection in 24-well plates, 8 × 10^4^ 3T3-L1 cells were seeded, and 1 μg of plasmids mixed with 2 uL of transfection reagent was added for each well. HEK 293 T cells were transiently transfected with MIGR1-CD40-V1, -V2 or/-V6 using the same reagents as 3T3-L1 cells.

For retrovirus transduction, HEK 293 T cells were co-transfected with equal amounts of MIGR1 or MIGR1-based plasmids and pCL-ECO (retrovirus packaging vector) plasmids using Lipofectamine™ 3000 Transfection Reagent (Thermo). The virus supernatant was collected at 48 h and 72 h after transfection and added to target cells in a fresh culture medium with 6 μg/ml polybrene (Sigma) and cytokines or stimulators. Then target cells were centrifuged at 600 × *g* at 37 °C for 1.5 h. After two rounds of transductions, cells were cultured for a further 24 h or 48 h followed by the subsequent analysis or experiments.

### Flow cytometry

Single-cell suspensions were prepared from mouse spleens or BM by removal of red blood cells using RBC lysis buffer (BioLegend) and passing through 70-µm nylon mesh. Cells were then stained with indicated antibodies in PBS containing 5% (v/v) FBS at 4 °C. NP-specific antibodies were detected by NIP-BSA (Biosearch Technologies) conjugated with PE as described previously^54^. Dead cells were excluded using DAPI staining. The data were collected using CytoFLEX S flow cytometry analyzer with CytExpert software (Beckman Coulter, V2.3). The geometric mean fluorescence intensity was calculated by Flowjo V10.8.1.

For FOB cell sorting, single-cell suspensions were prepared and stained as described above and the cells (B220^+^CD93^−^CD23^high^CD21^low^) were sorted on a BD FACSAiraII (BD bioscience).

### ELISPOT assay

ELISPOT assay was performed as described previously^55^. In brief, MultiScreen filter plates with 0.45 μm PVDF membrane (Milipore) were coated with 1 μg per well NP_20_-BSA (Biosearch Technologies) in PBS overnight at 4°C and blocked with 2% BSA in PBS for 2 h at room temperature. One million splenocytes or three million BM cells were seeded in each well, and then the plate was incubated at 37°C for 2 h. After washing, the plate was incubated with Biotinylated anti-IgM (1: 1000, SouthernBiotech, 1140-08) or anti-IgG1 (1: 1000, SouthernBiotech, 1144-08) antibodies for 1 h at room temperature, followed by streptavidin-AP (1:1000, SouthernBiotech, 7105-04) incubation for 0.5 h at room temperature. The substrates (MABTECH) were added to each well for visualization of antibody-secreting cells.

### ELISA

NP-specific antibodies levels were detected using ELISA as described previously^56^. Briefly, sera were collected before and after NP-CGG immunization on the indicated days. NP_20_-BSA or NP_2_-BSA (Biosearch Technologies) were used for capturing NP-specific antibodies and total immunoglobulins were captured by Goat Anti-Mouse Immunoglobulins (SouthernBiotech, 1010-01). HRP-conjugated anti-IgG1 (1:1000, SouthernBiotech, 1071-05), -IgG2b (1:1000, SouthernBiotech, 1091-05), -IgG3 (1:1000, SouthernBiotech, 1101-05), -IgA (1:1000, SouthernBiotech, 1040-05) and -IgM (1:1000, SouthernBiotech, 1021-05) antibodies conjugated with HRP were used as secondary antibodies, followed by TMB substrate (BioLegend) development. OD450 values were measured using a microplate reader with Gene5 Software (BioTek, V2.08).

### RNA isolation, RT-PCR and qRT-PCR

RT-PCR was performed as described previously^42^. Briefly, total RNA was purified using RNAiso Plus (Takara) from measured cells. cDNA was reversely synthesized with RT SuperMix (Vazyme) and amplified with appropriate primers using 2× Taq Master Mix (Vazyme), and the PCR products were analyzed through agarose gel electrophoresis. Image J (V1.53e) was used for RT-PCR gel gray scale analysis. RT-PCR primers used for AS of *Cd40* are as follows: P1, 5′-CTGCCCAGTCGGCTTCTTCTC-3′; P2, 5′-CCTGTGTGACAGGCTGACAC-3′; P3, 5′-GTTTAAAGTCCCGGATGCGA-3′; P4, 5′-CTCATTATCCTTTGGTTTCTTGACC-3′. Primers for semiquantitative analysis: *Actin* forward, 5′-CGTGAAAAGATGACCCAGATCA-3′; *Actin* reverse, 5′-CACAGCCTGGATGGCTACGT-3′; *Cd40* forward, 5′-GCAGTGTGTTACGTGCAGTG-3′; *Cd40* reverse, 5′-TGTGCAGTGGCTTGTCAGTC-3′; *Hnrnpa1* forward, 5′-AACCGACGAGAGTCTGAGGA-3′; *Hnrnpa1* reverse, 5′-CAAACCCAAAGCCCCTGGAT-3′.

For qRT-PCR, RNA extraction and cDNA synthesis were performed according to the above mentioned methods. Quantitative real-time PCR was performed with ChamQ Universal SYBR qPCR Master Mix (Vazyme). The primer sequences for qRT-PCR used in this study were as follows: *Myc* forward, 5′-GTGCTGCATGAGGAGACACC-3′, *Myc* reverse, 5′-GACCTCTTGGCAGGGGTTTG-3′; *Hnrnpf* forward, 5′- AGAAGGCATCTGTGGTGGTT-3′, *Hnrnpf* reverse, 5′- GAAATGAACACCTGCGACCC −3′.

### Immunoblotting

Immunoblotting was performed as described previously^57^. Briefly, whole-cell lysates were prepared using RIPA buffer (Sigma-Aldrich) containing protease inhibitor cocktail (Roche). Proteins were separated by running on 10% SDS-PAGE gels and transferred to PVDF membranes. After blocking with 5% skim milk in TBST, membranes were probed with appropriate primary antibodies overnight and further incubated with goat anti-rabbit IgG-HRP (Proteintech). Blots were developed using Western chemiluminescent HRP substrate (Millipore) and visualized using an imaging system (Tanon, 5200). The primary antibodies used in immunoblotting are as follows: β-actin (1:2000, Proteintech, 20536-1-AP), hnRNP F (1:1000, Thermo, PA522341), hnRNPA1 (1:1000, Cell Signaling Technology, #8443), hnRNPA2B1 (1:1000, ABclonal, A1162), p-IKKα/IKKβ (1:1000, Cell Signaling Technology, #2078), IKKβ (1:1000, Cell Signaling Technology, #8943), p-IKBα (1:1000, Cell Signaling Technology, #2859) and IKBα (1:1000, Cell Signaling Technology, #9242).

### Chimera assay

Chimera assay was performed as described previously^58^. In brief, donor mice were intraperitoneally injected with 0.15 mg/g 5-FU (Sigma) according to their body weight for 3 days. BM cells were then collected and cultured in a fresh medium containing 20 ng/ml of IL-3 (Bio-Techne, # 403-ML), 50 ng/ml of IL-6 (Bio-Techne, # 406-ML) and 50 ng/ml of SCF (Bio-Techne, # 455-MC). After 24 h, cells were collected with a cell scraper (NEST Biotechnology) and transduced by retrovirus using the method described above. The cells were then injected intravenously into irradiated recipient mice (900 rads) to generate chimera mice.

### RIP-qPCR

Native RNA immunoprecipitation (RIP) was performed as described previously^59^. Briefly, mouse splenic B cells were lysed and centrifuged to isolate the supernatant cell lysate. After taking 10 % of the supernatant as input, the cell lysate (100% to input) was incubated with immobilized hnRNP F antibody (Thermo, PA522341) to Protein G Magnetic Beads (Cell Signaling Technology, #9006) overnight at 4 °C. After extensive washing, immunoprecipitation complexes were digested using Proteinase K (Beyotime) and processed for RNA purification using RNAiso Plus (Takara). IP and input RNAs were reversely transcribed with RT SuperMix (Vazyme) to produce cDNA. Quantitative real-time PCR was performed with ChamQ Universal SYBR qPCR Master Mix (Vazyme) using primers CD40-E6-F (5′-CTGTGAGGATAAGAACTTGGAG-3′) and CD40-E6-R (5′-CACAGATGACATTAGTCTGACT-3′) to amplify *Cd40* RNA. Fold enrichment was calculated as described previously^59^.

### RNA pull-down and mass spectrometry

Biotin-labelled RNAs were synthesized by GENEWIZ or transcribed using T7 RNA polymerase (Beyotime) combined with Biotin RNA Labeling Mix (Sigma) in vitro. RNA pull-down assay was performed according to a previous report with some modifications^37^. Two μg biotinylated RNA in vitro or 250 pmol biotinylated RNA oligos were immobilized to 30 μl Streptavidin Magnetic Beads (MedChemExpress) according to the manufacturer’s instruction. Then RNA-beads complexes were incubated with 100 μg nuclear extracts from mouse splenic B cells in 250 μl pull-down buffer (20 mM Tris-HCl pH = 7.5, 200 mM NaCl, 6 mM EDTA, 5 mM potassium fluoride, 5 mM β-Glycerophosphate, 2 mg/mL protease inhibitor cocktail) for 4 h at 4 °C. The beads were washed five times with pull-down buffer and then dissolved in western blot loading buffer for loading onto 10% SDS-PAGE gels.

For immunoblotting, proteins in gels were transferred to PVDF membranes for further detection. For protein mass spectrometry analysis, proteins in gels were sliced for label-free protein quantification. MaxQuant software (version 1.6.10.43) was used for MS/MS analysis using *Mus musculus* database (55470 sequences) with the followed parameters: oxidation of methionine protein N-terminal acetylation, variable modifications; carbamidomethylation, fixed modifications; digestion enzyme, trypsin/P; a maximum of peptide charge, 6 and 2 missed cleavages/peptide allowed; mass tolerance for precursor ions, 20 p.p.m for the first search and 7 p.p.m for the main search; FDRs of peptide and protein, 1%.

### EMSA

The mouse recombinant hnRNP F and hnRNP H1 proteins were purified as previously described^37^. In brief, hnRNP F and H1 proteins were expressed in *E. coli* Rosetta induced by 0.5 mM IPTG, and purified from supernatant using BeaverBeads™ His-tag Protein Purification beads (Beaver) after sonication. Binding of *Cd40* RNA and hnRNP F/H was detected using the BersinBio^TM^ RNA-EMSA Kit (BersinBio) according to the operating manual. For each reaction, 12.5 nM biotin-labeled RNAs were incubated with 200 ng purified protein.

### RNA-seq and data processing

Total RNAs were exacted from FACS-sorted FOB cells from WT and *Hnrnpf* KO mice using RNeasy Mini Kit (Qiagen). After quantification and poly(A) mRNA isolation, the mRNA was fragmented and subjected to library preparation using NEBNext Ultra RNA Library Prep Kit for Illumina. The library DNA was loaded on an Illumina NovaSeq 6000 instrument 150 bp paired-end (PE150) configuration carried out by GENEWIZ. The software FastQC (v0.10.1) was used to detect the sequencing quality of the raw data, and Cutadapt (v1.9.1) was used to filter the raw data to get clean reads. Clean reads were aligned to GRCm38 (Ensembl) using Hisat2 (v2.0.1), and gene expression levels were estimated by HTSeq (v0.6.1). Genes with differential expression were obtained using DESeq2 (v1.6.3) Bioconductor package. KEGG analysis of differentially expressed (fold change ≥ 2, adjusted *p* ≤ 0 .05) genes was performed using R (v3.6.3) package ClusterProfiler (v3.14.3). rMATS turbo (v4.1.0) was used for analyzing differential AS events with mapped BAM files from above and with parameter: -variable-read-length.

### Sequencing data visualization and statistical analysis

The volcano plot of sequencing data was obtained using the OmicStudio tools at https://www.omicstudio.cn/tool. Sashimi plot of differential exons junction in WT or *Hnrnpf* KO B cells was generated using the IGV (http://www.igv.org/). Statistical analysis was performed using GraphPad Prism 7, and the significance tests we used were indicated in the figure legends. *P* value <0.05 was considered as the threshold for statistical significance.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

## Data Availability

RNA-Seq data of *Hnrnpf* expression in B cell subsets were obtained from the Immunological Genome Project (ImmGen) database (https://www.immgen.org/). RNA-Seq data (including raw data, gene expression profiling, and changed alternative splicing events) produced in this study have been deposited in the GEO database (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE188538) with the accession number GSE188538. Data for LC/MS/MS of CD40 mRNA pull-down have been deposited to Figshare (10.6084/m9.figshare.19750645.v1). Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: The RNA-binding protein hnRNP F is required for the germinal center B cell response
**Source:** Nat Commun. 2023 Mar 30;14:1731. doi: 10.1038/s41467-023-37308-z
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

### **The RNA-binding protein hnRNP F is required for the germinal center B cell response**

Hengjun Huang, Yuxing Li, Gaopu Zhang, Gui-Xin Ruan, Zhijian Zhu, Wenjing Chen, Jia Zou, Rui Zhang, Jing Wang, Yu Ouyang, Shengli Xu, and Xijun Ou

# Supplementary Figure 1

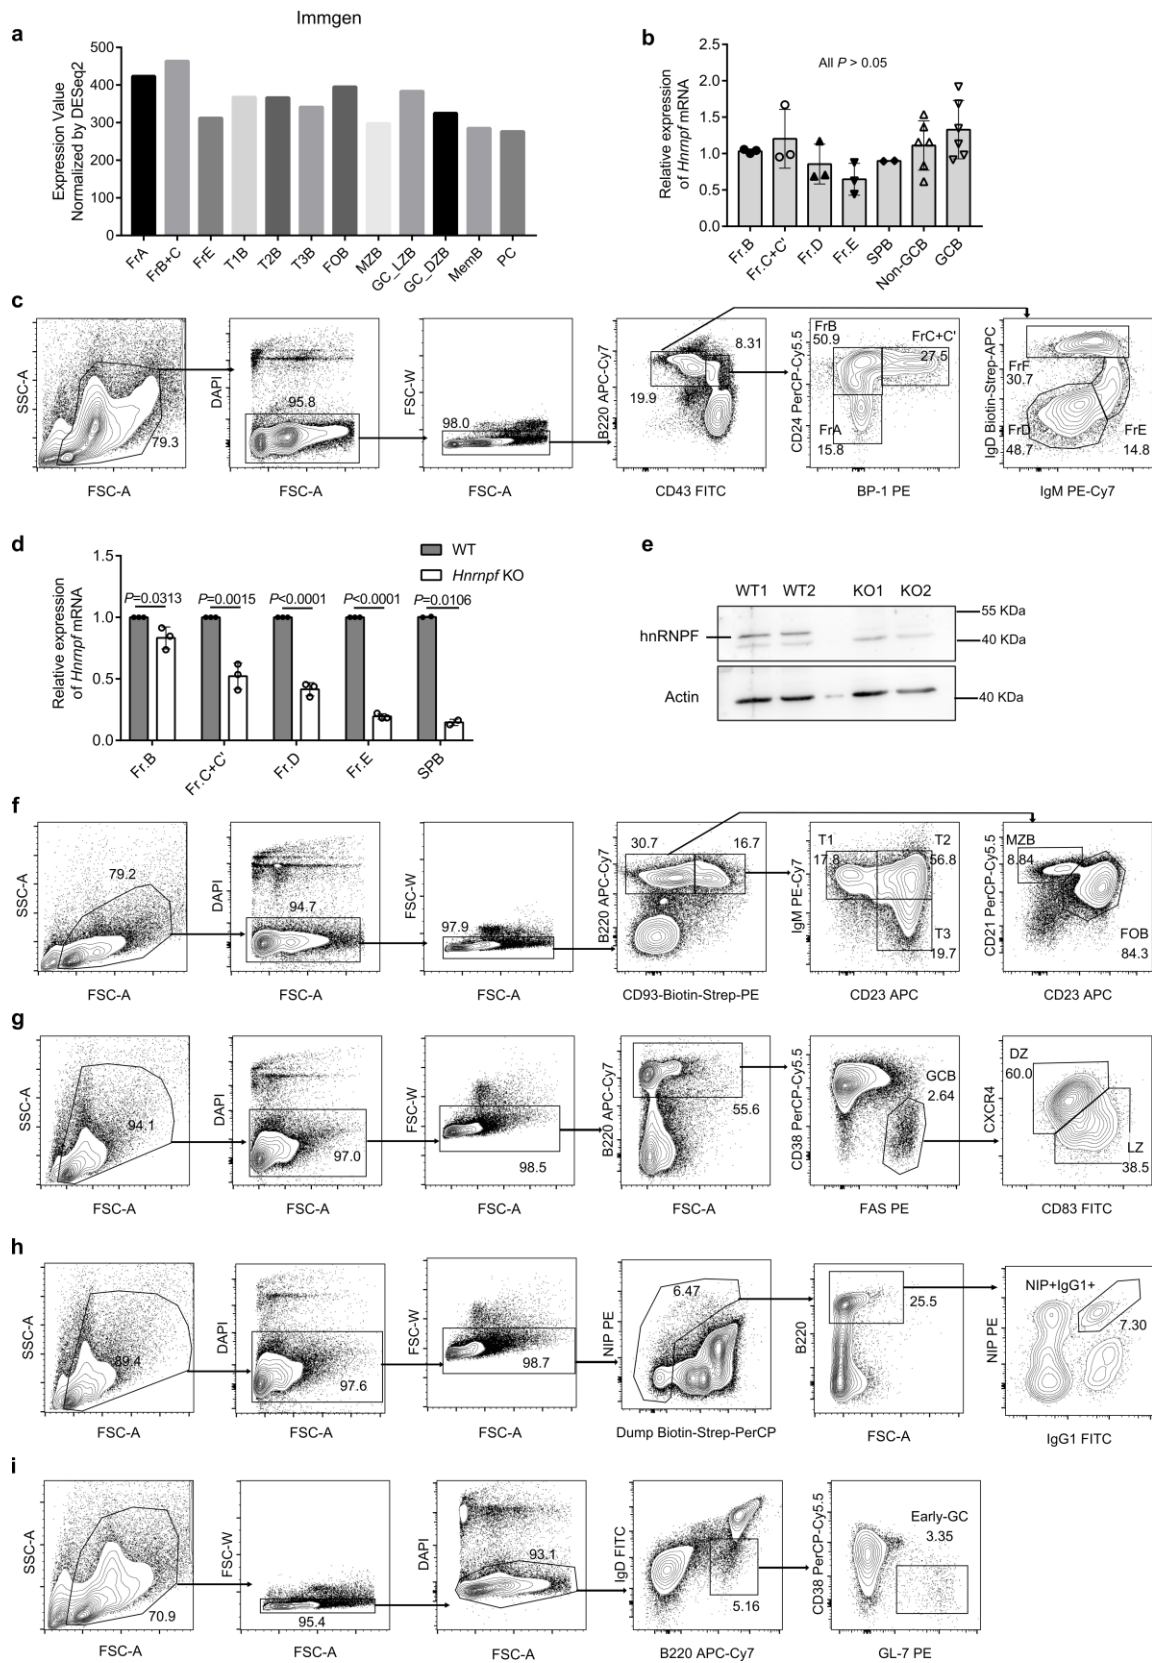

**Supplementary Figure 1. The *Hnrnpf* expression level in B cell subsets and the gating history of indicated B cell populations.**

**a** The *Hnrnpf* expression in various mouse B cell subsets (data from the Immunological Genome Project RNA-Seq datasets, GSE109125). **b** qRT-PCR analysis of *Hnrnpf* expression in different subsets of mouse B cells (n = 2 to 6). One-way ANOVA without adjustment was used for the statistical analysis. **c** Gating strategy for analyzing B cell development in BM, related to Fig. 1a. **d** qRT-PCR analysis of *Hnrnpf* deletion efficiency in different B cell subsets of *Hnrnpf* KO mice (n = 3 per group). An unpaired two-tailed student's t test was used for the statistical analysis. **e** Western blot analysis of *Hnrnpf* expression in total splenic B cells of WT and *Hnrnpf* KO mice. Data are representative of two independent experiments. **f** Gating strategy for analyzing B cell development in spleen, related to Fig. 1c. **g, h** Gating strategies for analyzing GC B cells (**g**) and antigen-specific B cells (**h**) in the spleen at day 10 post-immunization, related to Fig. 4a and 4c. **i** Gating strategy for analyzing early GC B cells in the spleen at day 5 post-immunization, related to Fig. 4e. Each dot represents an individual mouse, and data are pooled from two independent experiments (**b** and **d**). Data are presented as mean values  $\pm$  SD (**b** and **d**). Source data are provided as a Source Data file.

## Supplementary Figure 2

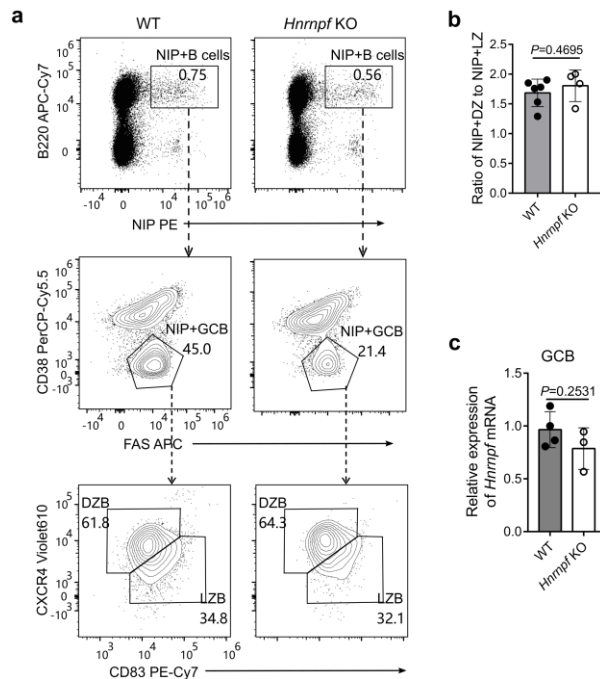

## Supplementary Figure 2. Expansion of residual hnRNP F-sufficient GC B cells in *Hnrnpf* KO mice.

**a, b** Flow cytometric analysis of NP specific DZ and LZ B cells in the spleen of WT and *Hnrnpf* KO mice at day 10 post-immunization (n = 6 for WT group and n = 4 for *Hnrnpf* KO group). **c** qRT-PCR analysis of *Hnrnpf* expression in GC B cells from WT and *Hnrnpf* KO mice at day 10 post-immunization (n = 4 for WT group and n = 3 for *Hnrnpf* KO group). Data are representative of four independent experiments (**a**) or three independent experiments (**c**). An unpaired two-tailed student's t test was used for the statistical analysis (**b** and **c**). Data are presented as mean values  $\pm$  SD (**b** and **c**). Source data are provided as a Source Data file.

Supplementary Figure 3

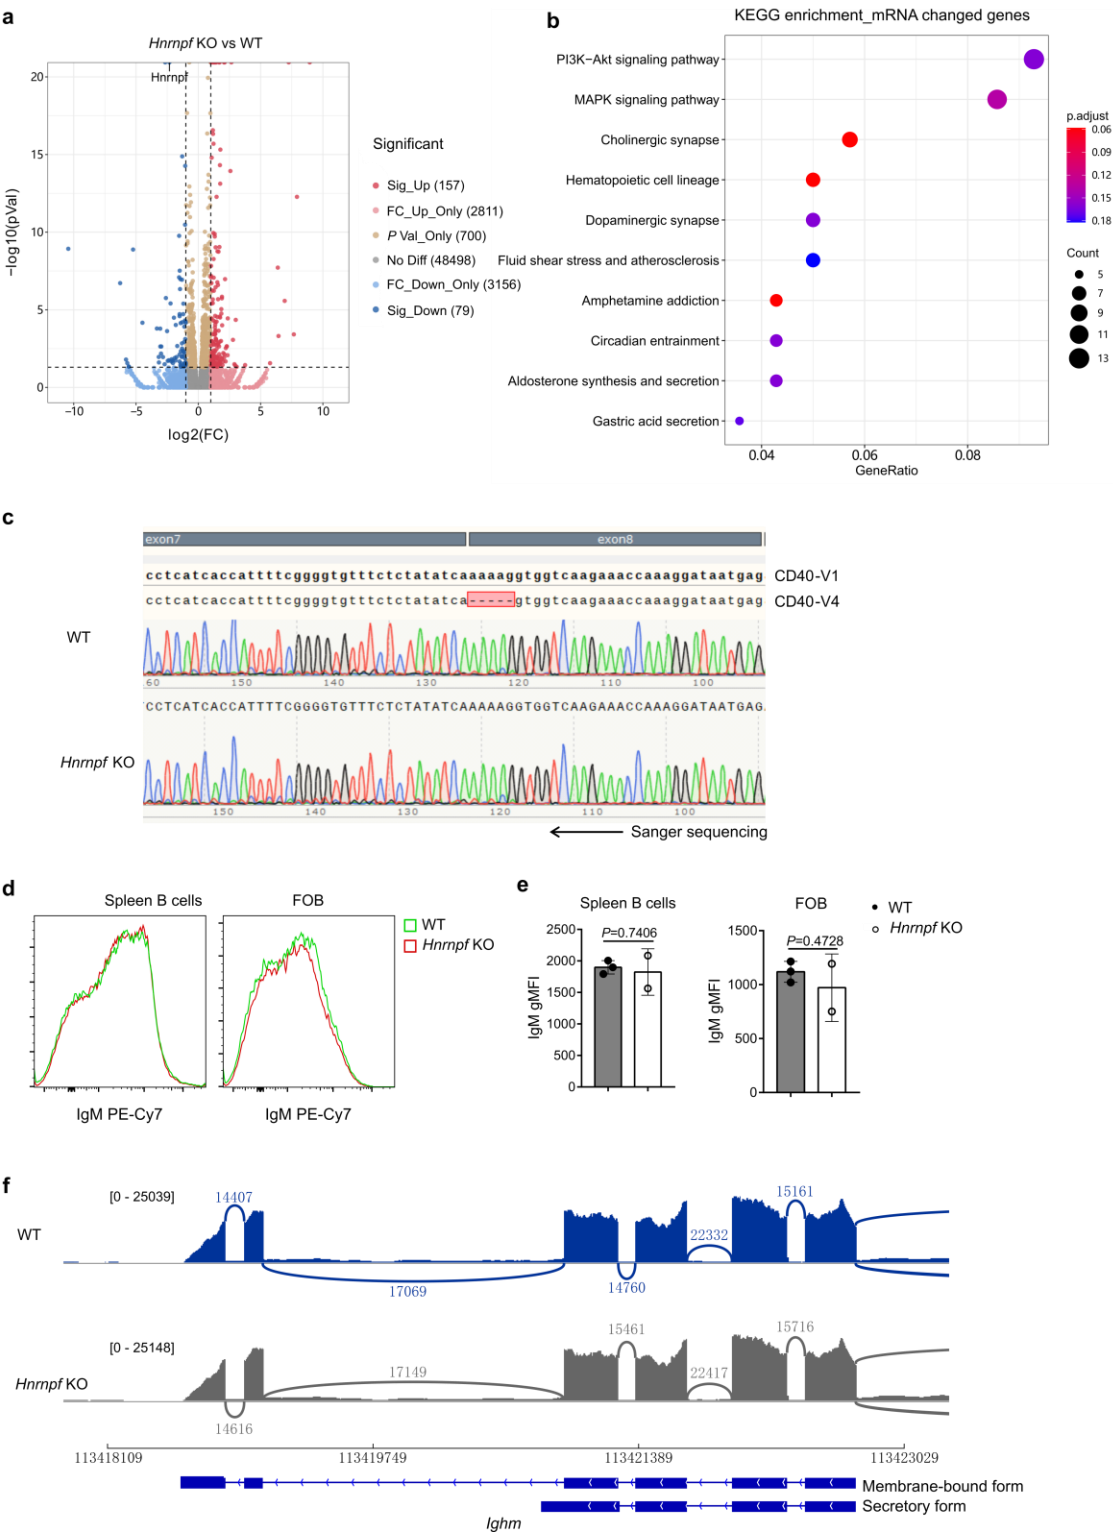

**Supplementary Figure 3. RNA-seq and IgM expression analysis of WT and *Hnrnpf* KO B cells.**

**a** The volcano plots of significant differentially expressed genes ( $|\text{fold change}| \geq 2$ ,  $\text{FDR} \leq 0.05$ ) in FO B cells of WT and *Hnrnpf* KO mice. The statistical analysis was performed using DESeq2 Bioconductor package based on the negative binomial distribution and Benjamini-Hochberg method. **b** KEGG enrichment analysis of differentially expressed genes based on Hypergeometric test as shown in **a**. **c** CD40-V1 and CD40-V4 were identified by Sanger sequencing using the primer CD40-P2. **d, e** Flow cytometry analysis of IgM expression on the cell surface of splenic and follicular B cells ( $n = 3$  for WT group and  $n = 2$  for *Hnrnpf* KO group). An unpaired two-tailed student's t test was used for the statistical analysis. Each symbol represents an individual mouse. **f** Sashimi plot displaying *Ighm* isoform expression in WT and *Hnrnpf* KO follicular B cells. The membrane-bound form and secretory form of *Ighm* were indicated. Data are representative of two independent experiments (**d**). Data are presented as mean values  $\pm$  SD (**e**). Source data are provided as a Source Data file.

## Supplementary Figure 4

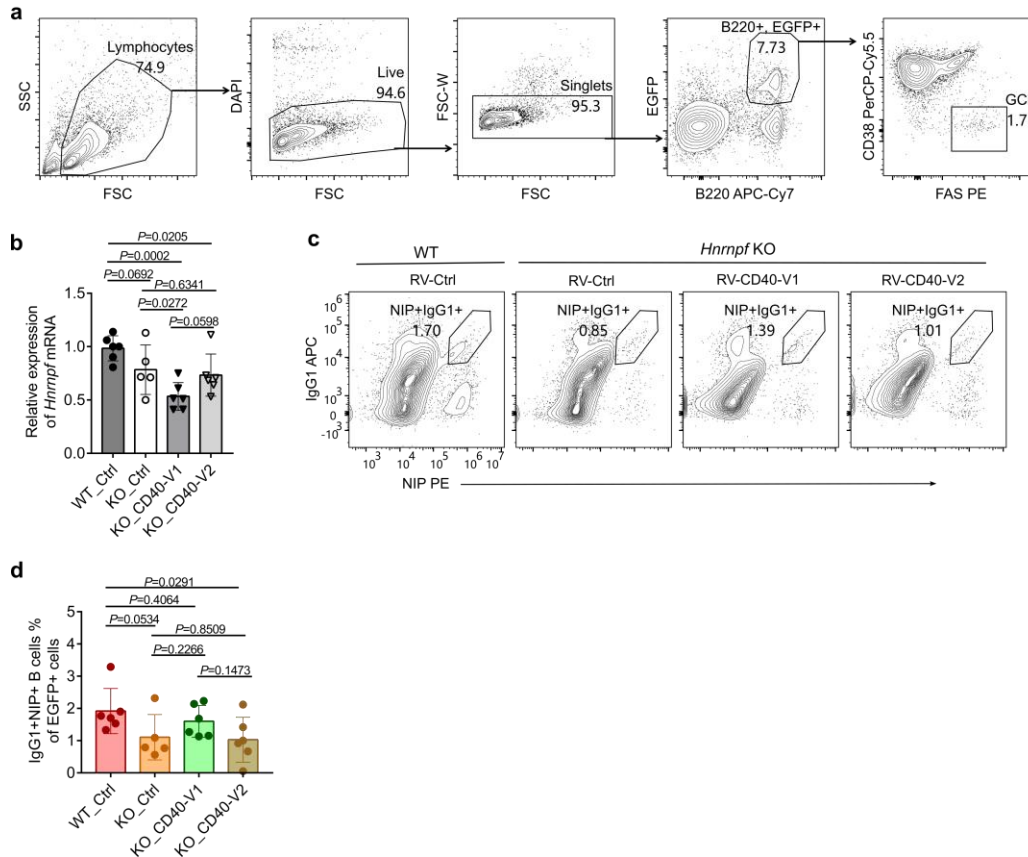

## Supplementary Figure 4. hnRNP F promotes GC B cell formation through regulating CD40 AS.

**a** The gating strategies for analyzing EGFP<sup>+</sup> GC B cells in the chimeric mice at day 10 post-immunization, related to Fig. 6i. The EGFP<sup>+</sup>B220<sup>+</sup> cells were retrovirus-infected B cells, representing either empty plasmids or plasmids with CD40 variants. **b** Knockout efficiency of *Hnrnpf* in GC B cells in the chimeric mice at day 10 post-immunization. **c, d** Flow cytometric analysis of NP-specific IgG1<sup>+</sup> B cells (gated from B220<sup>+</sup>EGFP<sup>+</sup> cells) in the spleen of chimeric mice at day 10 after immunization. Data are pooled from three independent experiments with the mean of n = 6 mice per group (**b, d**). One-way ANOVA without adjustment was used for the statistical analysis (**b, d**). Data are presented as mean values  $\pm$  SD (**b, d**). Source data are provided as a Source Data file.

## Supplementary Figure 5

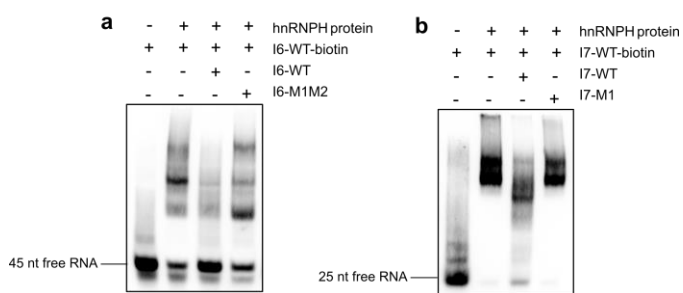

### Supplementary Figure 5. hnRNP H binds to *Cd40* pre-mRNA.

**a, b** RNA EMSA detection of hnRNP F binding to intron 6 (**a**) and intron 7 (**b**) of *Cd40* pre-mRNA. Data are representative of two independent experiments. Source data are provided as a Source Data file.

## Supplementary Figure 6

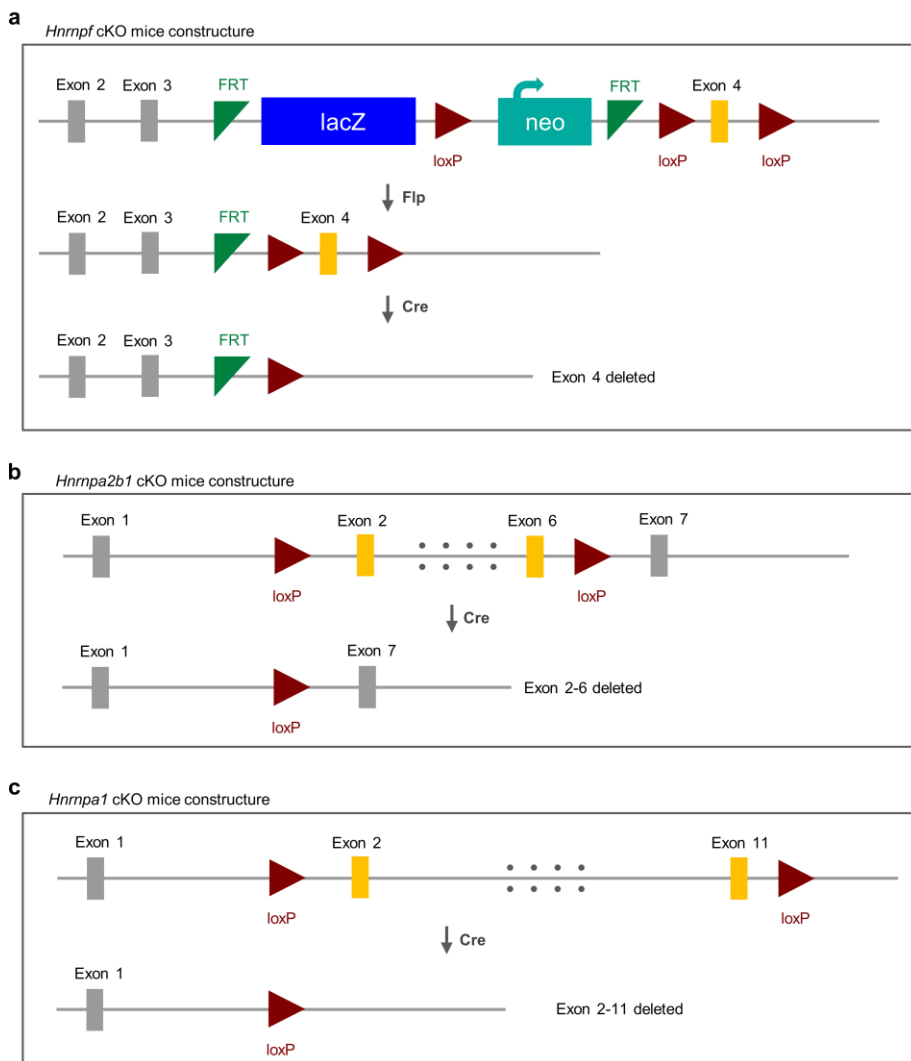

**Supplementary Figure 6. Gene targeting strategies for the generation of different conditional knockout mice.**

**a-c** Gene targeting strategies for *Hnrnpf* (**a**), *Hnrnpa2b1* (**b**), and *Hnrnpa1* (**c**) alleles were shown.

# Supplementary material for: The RNA-binding protein hnRNP F is required for the germinal center B cell response
**Source:** Nat Commun. 2023 Mar 30;14:1731. doi: 10.1038/s41467-023-37308-z
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

File Name: Supplementary Data 1

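Supplementary Data 1 lists the paper's 236 differentially expressed genes, of which 157 are higher and 79 lower in Hnrnpf bKO in the paper's comparison. Of these, 214 passed the filter on low counts used here and 22 did not. At the same thresholds, 126 of the 214 were called here, each in the paper's direction. The other 88 had the paper's direction too, but adjusted p between 0.0506 and 0.165 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. They were lowly expressed, with a median of their mean counts of 24, against 60 for the called genes and 378 for all tested genes. When the adjustment was made over the list alone, all 214 passed, which shows no stability because the list was drawn from these same libraries. The WT and Hnrnpf bKO libraries did not overlap for 231 of the 236 genes. Of the genes called here, 1 was outside the list, Gm17354 (55 and 73 counts in WT, 126 and 116 in Hnrnpf bKO, log2 fold change 1.00, adjusted p = 0.0159), named after its values were seen. Several genes of the list lie next to Hnrnpf. Fxyd4 (117933559 to 117937692, minus strand) lies 7937 bases downstream of it and Gm4875 (117997207 to 117997992, plus strand) 71585 bases downstream, with Gm25535 (117935469 to 117935593) inside Fxyd4. The antisense genes 4933440N22Rik (log2 fold change −1.04) and Gm43863 (−1.31) overlap Hnrnpf itself, and the paper's text does not state whether reads were counted by strand, so their counts can hold reads of Hnrnpf. Upstream, Zfp637 (−0.52, adjusted p = 0.0869) and Zfp239 (−0.78, adjusted p = 0.0121) were not called. Further downstream, Rasgef1a (1.47, adjusted p = 0.302) and Csgalnact2 (−0.46, adjusted p = 0.0205) were not called either. These 4 uncalled neighbours were named after their values were seen.

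**Figure D3:**
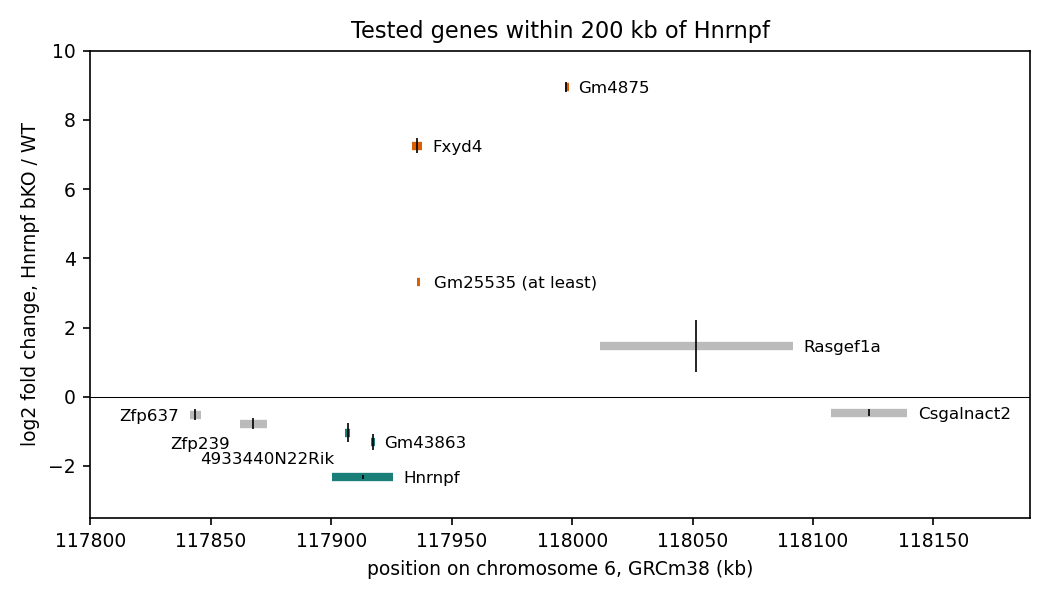
Tested genes within 200 kb of Hnrnpf by position on chromosome 6 of GRCm38 in kb (x axis) and log2 fold change of Hnrnpf bKO over WT FOB cells (y axis). Bars span each gene, vertical lines are ± 1 standard error, orange marks called higher, green called lower and grey not called genes, and Gm25535 is drawn at its lower bound. The 3 genes called higher all lie downstream of Hnrnpf.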

Description: List of genes differentially expressed between WT and *Hnrnpf* bKO follicular B cells.

File Name: Supplementary Data 2

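Supplementary Data 2 holds the same 1556 events as the authors' deposited table of splicing events, with 1 event entered as an exact repeat. Its columns are the gene, the FDR, the inclusion level difference as WT minus Hnrnpf KO, and the type, abbreviated SE for exon skipping, RI for a retained intron, A5SS and A3SS for alternative 5′ and 3′ splice sites, and MXE for mutually exclusive exons. In the authors' deposited table, the median absolute inclusion level difference is 0.201 for SE, 0.162 for RI, 0.185 for A5SS, 0.216 for A3SS and 0.197 for MXE events. Of the 213 genes with a retained intron, 150 had their intron of the largest absolute difference more retained in Hnrnpf KO (two-sided exact binomial test against equal shares, p = 2.30e-09). All genes share the same libraries, so this p-value does not cover variation between mice.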

Description: Alternative splicing events identified from the RNA-Seq data of WT and *Hnrnpf* bKO follicular B cells.

# Supplementary material for: The RNA-binding protein hnRNP F is required for the germinal center B cell response
**Source:** Nat Commun. 2023 Mar 30;14:1731. doi: 10.1038/s41467-023-37308-z
**Supplement:** Supplementary file 5 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- | n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Flow cytometry data were collected using CytExpert software (Beckman Coulter, v2.3).<br>OD450 values were collected using Gen5 Software (Bio Tek, v2.08).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Data analysis   | Flow cytometry data were analyzed using FlowJo (versions 10.8.1).<br>Statistical analysis was carried out using Prism (versions 7).<br>Image J (V1.53e) was used for RT-PCR gel gray scale analysis.<br>MaxQuant software (version 1.6.10.43) was used for MS/MS analysis.<br>Softwares used for RNA-seq analysis were listed as follows: Cutadapt (V1.9.1), FastQC (V0.10.1), HISAT2 (V2.0.1), HTSEQ (V0.6.1), DESeq2 (V1.6.3), R (V3.6.3), and ClusterProfiler (V3.14.3).<br>rMATS turbo (v4.1.0) was used for analyzing differential AS events.<br>IGV genome browser (V2.7.2) was used for exon junction visualization.<br>The volcano plot was obtained using the OmicStudio tools (VolcanoPlot_V4.0). |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Expression data of Hnnpf during B cell development were obtained from the Immunological Genome Project (ImmGen) database (<https://www.immgen.org/>). RNA-Seq data has been deposited in the GEO database with the accession number GSE188538; Data for LC/MS/MS of CD40 mRNA pull-down have been deposited to Figshare (<https://doi.org/10.6084/m9.figshare.19750645.v1>) Source data of gels and blots are provided with this paper.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

|                             |                                  |
|-----------------------------|----------------------------------|
| Reporting on sex and gender | <input type="text" value="n/a"/> |
| Population characteristics  | <input type="text" value="n/a"/> |
| Recruitment                 | <input type="text" value="n/a"/> |
| Ethics oversight            | <input type="text" value="n/a"/> |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes were determined based on the previous similar studies in which the power was usually set at 80% and the level of significance was set at 5%. For exploratory experiments of B cell development or GC B cell response, usually 4-8 mice were sufficient to detect differences. For molecular biology experiment, typically 2-4 samples were sufficient. Appropriate statistical methods used were described in the figure legends. The unpaired two-tailed student's t test was used for the difference analysis between two groups unless otherwise indicated, and the One-way ANOVA was used for the difference analysis of multiple groups. In ELISA experiments, the analysis of differences between the two groups at different time points was performed using two-way ANOVA. |
| Data exclusions | Occasionally, some mice that did not respond to humoral immunity well were excluded.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Replication     | The number of replicates is given in the figure legends, ranging from 1 to 6 repeat experiments. All reported attempts at replication were successful.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Randomization   | For experiments involving mice, mice were allocated into experimental groups according to the genotype of wild-type and knockout mice. For experiments other than those involving mice, the samples were allocated into experimental groups as follows:<br>In RNA pull-down and EMSA assay, samples were allocated into experimental groups according to the added RNA sequences.<br>In RIP-qPCR assay, samples were allocated into experimental groups according to the used antibodies.<br>No randomization method was used.                                                                                                                                                                                                                                                                  |
| Blinding        | Blinding was used when immunizing mice. Data were collected and analyzed without using blinding to ensure that problems with samples could be addressed or alternate measurements for control and test samples.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

For B cell stimulation:  
Purified NA/LE hamster anti-mouse CD40 (Clone: HM40-3, BD Pharmingen, Cat#553721, Lot: 2168842).

For western blot:  
β-actin (1:2000 diluted, Proteintech, Cat#20536-1-AP, Lot: 00057922),  
hnRNP F (1:1000 diluted, Thermo Fisher, Cat#PA522341, Lot: XK3754286C),  
hnRNPA1 (1:1000 diluted, Clone: D21H11, Cell Signaling Technology, Cat#8443S, Lot: 2),  
hnRNPA2B1 (1:1000 diluted, ABclonal, Cat#A1162, Lot: 0002840201),  
p-IKKα/IKKβ (1:1000 diluted, Clone: C84E11, Cell Signaling Technology, Cat#2078S, Lot: 9),  
IKKβ (1:1000 diluted, Clone: D30C6, Cell Signaling Technology, Cat#8943S, Lot: 4),  
p-IKBα (1:1000 diluted, Clone: 14D4, Cell Signaling Technology, Cat#2859T, Lot: 18),  
IKBα (1:1000 diluted, Cell Signaling Technology, Cat#9242S, Lot: 11).

For flow cytometry:  
B220 APC-Cy7 (Clone: RA3-6B2, BD Pharmingen, Cat#562094, Lot: 9156958)  
BP-1 PE (Clone: BP-1, BD Pharmingen, Cat#553735, Lot: 9277129)  
CD43 FITC (Clone: eBioR2/60, eBioscience, Cat#11-0431-82, Lot: 2239975)  
CD24 PerCP-Cy5.5 (Clone: M1/69, BD Pharmingen, Cat#562360, Lot: 1096358)  
IgD Biotin (Clone: 217-170, BD Pharmingen, Cat#553509, Lot: 5259651)  
IgM PE-Cy7 (Clone: RMM-1, BioLegend, Cat#406514, Lot: B373773)  
CD93 Biotin (Clone: AA4.1, eBioscience, Cat#13-5892-82, Lot: 2383260)  
CD23 APC (Clone: B3B4, BioLegend, Cat#101620, Lot: B362281)  
CD21/CD35 PerCP-Cy5.5 (Clone: 7G6, BD Pharmingen, Cat#562797, Lot: 9108719)  
CD38 PerCP-Cy5.5 (Clone: 90/CD38, BD Pharmingen, Cat#562770, Lot: 9298312)  
FAS-PE (Clone: 15A7, eBioscience, Cat#12-0951-83, Lot: 4280940)  
CXCR4 APC (Clone: 2B11, eBioscience, Cat#17-9991-82, Lot: E12884-103)  
CD83 FITC (Clone: Michel-17, eBioscience, Cat#11-0831-82, Lot: 4348501)  
IgG1 FITC (Clone: A85-1, BD Pharmingen, Cat#553443, Lot: 6134528)  
CD138 Biotin (Clone: 281-2, BD Pharmingen, Cat#553713, Lot: 5195797)  
IgM Biotin (Clone: R6-60.2, BD Pharmingen, Cat#553406, Lot: 5104828)  
Gr-1 Biotin (Clone: RB6-8C5, eBioscience, Cat#MA5-17969, Lot: E03075-1633)  
CD3 Biotin (Clone: 17A2, BioLegend, Cat#100244, Lot: B198733)  
IgD FITC (Clone: 11-26c, eBioscience, Cat#11-5993-82, Lot: 2452808)  
GL-7 PE (Clone: GL-7, eBioscience, Cat#12-5902-82, Lot: 2305613)  
CD40 FITC (Clone: 3/23, BD Pharmingen, Cat#553790, Lot: 6126533)  
CD40 APC (Clone: 3/23, BioLegend, Cat#124612, Lot: B309981)  
IgG3 FITC (Clone: R40-82, BD Pharmingen, Cat#553403, Lot: 7228736)  
IgG1 APC (Clone: RMG1-1, BioLegend, Cat#406610, Lot: B203317)  
GL-7 FITC (Clone: GL7, BD Pharmingen, Cat#553666, Lot: 5163878).

For ELISOT assay:  
IgG1 Biotin (Cat#1144-08, Lot:E221-R111C)  
IgM Biotin (Cat#1140-08, Lot: B1214-ZE28D)

For ELISA:  
IgM-HRP (Cat#1021-05, Lot: I2015-YF97B)  
IgG3-HRP (Cat#1101-05, Lot: B0512-WK86J)  
IgG2b-HRP (Cat#1091-05, Lot: J1111-TI97F)  
IgA-HRP (Cat#1040-05, Lot: C0919-PO51F)  
IgG1-HRP (Cat#1071-05, Lot: B5312-VH57D)

### Validation

All antibodies used for flow cytometry and western blot have validation statements on the manufacturer's website.  
In our experiments, antibodies for western blot were validated by immunoblot of proteins according to protein ladder, and antibodies for flow cytometry were validated by flow cytometry analysis of mouse lymphocytes according to positive and negative populations.  
Purified NA/LE hamster anti-mouse CD40 (HM40-3) used for B cell stimulation was validated by previous reports. For example:

1. Akiba H, Oshima H, Takeda K, et al. CD28-independent costimulation of T cells by OX40 ligand and CD70 on activated B cells. *J Immunol.* 1999; 162(12):7058-7066. (Clone-specific: (Co)-stimulation).
2. Ridge JP, Di Rosa F, Matzinger P. A conditioned dendritic cell can be a temporal bridge between a CD4+ T-helper and a T-killer cell. *Nature.* 1998; 393(6684):474-478. (Clone-specific: (Co)-stimulation).

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|----------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | 3T3-L1 fibroblast cells were a gift from the Life Science Experimental Teaching Demonstration Center of Southern University of Science and Technology.<br>HEK293T cells were a gift from Yan Li's lab (Department of Biology, Southern University of Science and Technology).<br>3T3-L1 fibroblast cells (SCSP-5038) and HEK293T cells (SCSP-502) were purchased from the Cell Bank affiliated to Shanghai Institute of Biochemistry and Cell Biology. |
| Authentication                                                       | Cell lines were authenticated roughly by observation of morphology.                                                                                                                                                                                                                                                                                                                                                                                    |
| Mycoplasma contamination                                             | The cell lines were not tested for mycoplasma contamination.                                                                                                                                                                                                                                                                                                                                                                                           |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | The study did not involved commonly misidentified lines.                                                                                                                                                                                                                                                                                                                                                                                               |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Cd19cre/+ (B6.129P2(C)-Cd19tm1(cre)Cgn/J) and Mb1cre/+ (B6.C(Cg)-Cd79atm1(cre)Reth/EhobJ) mice were obtained from Jackson Laboratories. Hnnpf floxed mice were obtained from Nanjing Biomedical Research Institute of Nanjing University. To generate conditional knockout mice, the mice were crossed to Flp expressing mice to remove the neo-cassette and then crossed to Cd19cre/+ mice to delete exon 4 of Hnnpf gene. Hnnpa2b1 floxed mice were obtained from Cyagen and crossed with Mb1cre/+ to generate conditional knockout mice to delete its exons 2 to 6. Hnnpa1 floxed mice were obtained from Gempharmatech and crossed with Mb1cre/+ to generate conditional knockout mice to delete its exons 2 to 11. Male and female mice of 6-12 weeks old were used for breeding and experiments. All mice were on a C57BL/6 background and housed in a pathogen-free, dark 12 hours/light 12 hours cycle, ambient temperature 20-26 °C and humidity ~70% environment in Laboratory Animal Center of the Southern University of Science and Technology. Male and female mice of 6-12 weeks old were used for breeding and experiments. For chimera assay, muMT- (B6.129S2-Ighmtm1Cgn/J) mice were obtained from Jackson Laboratories and recipients were wild-type C57BL/6J mice. |
| Wild animals            | The study did not involved wild animals.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Reporting on sex        | Both male and female mice were used in the experiments.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Field-collected samples | The study did not involve samples collected from the field.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Ethics oversight        | All experimental animal operations were approved by the Institutional Animal Care and Use Committee of the Southern University of Science and Technology (ethics approval number: SUSTech-JY202205005).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                    |                                                                                                                                                                                |
|--------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation | Single-cell suspensions were prepared from mouse spleens or bone marrow by removal of red blood cells using RBC lysis buffer (BioLegend) and passing through 70-µm nylon mesh. |
| Instrument         | Beckman CytoFLEX S                                                                                                                                                             |
| Software           | Data were collected using CytExpert software (version 2.3) and analyzed using FlowJo (version 10.8.1)                                                                          |

Cell population abundance

Purity of FACS-sorted follicular B cells was analysed by flow cytometry.  
Purity was >90%

Gating strategy

Supplementary Figure 1 shows exemplifying complete gating strategies of all analyzed B cells. Gates indicating boundaries between "positive" and "negative" are shown.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

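RNA of FACS-sorted FOB cells was sequenced from 2 WT and 2 Hnrnpf bKO samples, and each sample was taken with the genotype and replicate number of its label. The authors removed adapters and low-quality bases with Cutadapt, aligned the reads to GRCm38 with Hisat2 and counted reads per gene with HTSeq. The deposited counts are whole numbers for each gene and library, without normalization, with a column for each library. The paper's text does not name the strand setting of the counting or the release of the annotation. The deposited FPKM values were computed by the authors from these counts, the exonic gene size and the total of each library, and were rounded to 2 decimals. The deposited table also gives the exonic gene size in bases, which the authors took from the Ensembl annotation. The splicing table was made by the authors with rMATS turbo from the aligned reads of all 4 libraries. Its FDR is the authors' Benjamini-Hochberg adjusted p-value, and its inclusion level difference is the authors' mean of WT minus their mean of Hnrnpf KO. The authors' deposited splicing table holds significant events alone, so the number of events tested by the authors was not used here.

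The count totals were 16360435 and 18908963 for the WT libraries and 15698567 and 18074619 for the Hnrnpf bKO libraries. Pearson's r of log2 counts scaled to library size, across genes that are not independent replicates, was 0.991 between the WT libraries and 0.990 between the Hnrnpf bKO libraries. The common dispersion was 0.00348. At this depth the median standard error of a log2 fold change was 0.08 for genes with a mean of at least 100 counts and 0.40 for genes under it. Wilson intervals cover counting error alone, and PCR reads without molecular identifiers are not independent molecules.

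Counts were compared between genotypes with edgeR 4.0.16 in R 4.3.3, using TMM normalization, filterByExpr, the quasi-likelihood F test and Benjamini-Hochberg adjustment over the 14123 genes left by the filter. Genes were called at an adjusted p of at most 0.05 and a fold change of at least 2, the thresholds the paper states. The paper's methods name DESeq2 for this comparison, and DESeq2 1.42.0 was run as an alternative. The other alternatives set before the data were examined were RLE size factors, edgeR's exact test with tagwise dispersion, no filter on low counts, at least 10 counts in every library, limma 3.58.1 with a trend on log2(FPKM + 0.1) and log2(FPKM + 1) for genes with a mean FPKM of at least 0.5, the replicate number as a block, each library left out in turn, other thresholds on the fold change and the adjusted p, and stricter thresholds on the splicing events. The exact test with tagwise dispersion was computed with edgeR's common and tagwise estimators after a version with another estimator of the same package had been seen. That version and 6 further settings of the exact test over every gene were added after seeing the data. The replicate numbers come from the sample labels, and the paper names no pairing. With each library left out, a group has 1 library, so log2 fold changes without a test are given.

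Folds against a group with at most 3 counts in each library were computed against 3 counts and are lower bounds. The genes named in the text were taken from Hnrnpf, Cd40 and Ighm, the 10 genes of Fig. 5b, the hnRNP F/H, hnRNP A/B, CELF and PTBP genes the paper names, Myc, every called gene within 200 kb of Hnrnpf, and the 5 largest rises and the 5 largest falls among called genes with a mean of at least 10 counts and non-overlapping groups of libraries. This rule was set before the data were examined, and genes outside it are named as such. Not every gene under this rule is reported here.

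The direction of exon skipping was tested with a two-sided exact binomial test over 1 event per gene. The overlap of altered splicing and altered abundance was tested with Fisher's exact test over genes with a mean of at least 100 counts. Sequences, exons and coordinates are those of the GENCODE annotation and transcripts of GRCm38, and near-identical genes were searched with blastn 2.17.0 at an identity of at least 90%. Permutation tests used 100000 resamples, and marker lists were compared with 10000 random lists matched on mean count. These steps ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. KEGG gene sets and the reads themselves were not used here.

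The comparison was tested on simulated data in which 200 genes were changed by known folds. The quasi-likelihood test called 193 of the 200 changed genes (96.5%) and 0 of the others among 14089 genes tested, and DESeq2 called 163 (81.5%). All simulated genes were given the same dispersion, and every simulated change was clearly larger than 2-fold. These shares hold for that setting and do not measure the sensitivity or the false calls in the real data.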

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

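Of the tests in this part, the one of the region around Hnrnpf (1 of its called genes, Gm25535, was already known), the one of transcription past the deleted exon, the one without overlapping genes and the one of sequence of another strain around Hnrnpf were chosen after the result was seen. Every other test of a pattern in this part was written after the pattern was seen in these data and before its own result was.

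The largest rises in Hnrnpf bKO FOB cells lay next to Hnrnpf itself, in genes the paper does not discuss. Fxyd4 had a log2 fold change of 7.26 (adjusted p = 5.22e-10 from edgeR's quasi-likelihood test, higher in 2 of 2 Hnrnpf bKO libraries), 4.75 to 7.26 under the other methods and normalizations. Gm4875 had 8.95 (adjusted p = 4.84e-13 from the same test, higher in 2 of 2), 6.95 to 8.99 under them. With each library left out in turn, the log2 fold change was 6.50 to 8.55 for Fxyd4 and 8.90 to 9.00 for Gm4875. Gm25535, inside Fxyd4, was at least 10.0-fold higher. All 3 were at most at 11 counts in the WT libraries.

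Reads of a near-identical gene were tested first. Lasp1 is 95.7% identical to Gm4875 over 792 aligned bases, but its log2 fold change was 0.0359 (adjusted p = 0.817 from edgeR's quasi-likelihood test), so the rise of Gm4875 did not go with a change of Lasp1. No such gene was found for Fxyd4. Sequence of another mouse strain around Hnrnpf was tested next. Between 200 kb and 10000 kb from Hnrnpf, 0 of 153 tested genes were called (31 had an unadjusted p under 0.05), against 121 of 13960 elsewhere (two-sided Fisher's exact test, p = 0.644). At the share elsewhere 1.33 calls are expected among the 153, so this test cannot speak against the explanation, which stays open.

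A general change of expression in the region was tested over the genes within 1000 kb, without Hnrnpf, Fxyd4 and Gm4875. There 3 of 11 tested genes were called, against 121 of 14109 others (two-sided Fisher's exact test, p = 1.04e-04). The 3 are Gm25535, 4933440N22Rik (log2 fold change −1.04) and Gm43863 (−1.31), which overlap Fxyd4 or Hnrnpf and can share their reads, and the median log2 fold change of the 11 was −0.33. Without genes that overlap either, 0 of 8 were called (two-sided Fisher's exact test, p = 1), and 3 had an unadjusted p under 0.05. The 3 calls therefore do not show a rise of the region, and 8 genes are too few to exclude one, so this explanation remains undecided.

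A candidate explanation is transcription that runs past the deleted last exon of Hnrnpf. The paper states that exon 4 is deleted. In the longest annotated transcript with 4 exons this is the last exon, from 117923708 to 117925621, with 84.3% of the exonic length. The 3 genes called higher within 200 kb are all among the 5 tested genes downstream of Hnrnpf, and 0 of the 2 tested genes upstream were called higher. Both of these were lower at an unadjusted p under 0.05, Zfp637 with a log2 fold change of −0.52 and Zfp239 with −0.78, and downstream Csgalnact2 was lower with −0.46, all under a 2-fold change. Gene counts cannot show whether the reads form 1 continuous transcript. Fxyd4 lies on the opposite strand, which speaks against this explanation only if reads were counted by strand. The paper's text does not state whether they were, so this explanation remains undecided. Reads between the genes were not analysed here. An effect of the loss of hnRNP F protein on these genes cannot be separated from an effect of the altered locus, since the groups differ in both, and the pattern is not called biological here.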

How the results depend on the processing

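Of the settings in this part, 7 forms of edgeR's exact test were chosen after seeing the data, and the dispersion estimator of the exact test set beforehand was chosen after another form had been seen. The cause of none of the changes described here was tested.

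The counts of called genes depended on the method, the filter on low counts and the thresholds. Against 91 higher and 36 lower genes, of which 126 are in Supplementary Data 1, DESeq2 gave 57, 16 and 73. edgeR's exact test with tagwise dispersion gave 144, 63 and 199, and leaving out the filter on low counts gave 150, 67 and 203. limma-trend gave 17, 5 and 17 on log2(FPKM + 0.1) and 16, 3 and 15 on log2(FPKM + 1). Without the fold change threshold there were 586 higher and 399 lower genes, at a fold change of at least 1.5 there were 212 and 101, and at an adjusted p of at most 0.01 there were 47 and 15, with 62 in Supplementary Data 1. RLE size factors gave 91 and 37, and at least 10 counts in every library gave 89 and 32.

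The added forms of the exact test over every gene gave 181, 105 and 236 with no normalization and common dispersion, 152, 82 and 231 with tagwise dispersion, and 89, 39 and 127 with estimateDisp. With TMM normalization they gave 185, 101 and 236, then 157, 79 and 236, and then 91, 39 and 128. Over filtered genes with TMM and estimateDisp it gave 139, 64 and 193.

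Of the 127 called genes, 127 were also called with RLE size factors, with the exact test with tagwise dispersion and with no filter, 100 with at least 10 counts in every library, 73 with DESeq2 and 17 and 15 with limma-trend. Higher genes outnumbered lower genes in each of these settings. Across the 4 fits that each left out 1 library, 110 to 122 of them kept a 2-fold change in the same direction.

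With the replicate number as a block (a paired fit), 71 genes were higher and 27 lower, with 97 in Supplementary Data 1, and 97 of the 127 genes were called. Same-numbered libraries did not deviate together, with a correlation of −0.0706 across 14123 genes.

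The log2 fold change of Hnrnpf was −2.32 to −2.28 over the other methods and normalizations, and −2.40 to −2.24 with each library left out. That of Cd40 was −0.09 to −0.08 and −0.13 to −0.03, and that of Ighm was 0.02 to 0.03 and −0.02 to 0.09. Over 32 other named genes, 21 held their call and direction in each setting that gave them a log2 fold change, other than left-out libraries. DESeq2 gave no adjusted p for Gm25535, Slc25a2, Tub, 3632454L22Rik, Gm10388 and Gm43425, which were counted there as not called. Some settings left a gene out, as limma-trend did Gm8979 and at least 10 counts in every library did Fxyd4 and Gm4875. Outside left-out libraries, 219 results of the 32 genes kept their call and direction, 15 were weaker, 0 were stronger and 2 reversed. A call was an adjusted p of at most 0.05 with a 2-fold change. The 15 include the DESeq2 results without an adjusted p, whose log2 fold changes kept their direction and a 2-fold change. Those results give no test of a weaker effect. The reversed results were those of Sfi1 with limma-trend, −0.0053 and −0.0051, near 0 as in the other settings. Some of the 219 crossed an adjusted p of 0.05 while under a 2-fold change. With limma-trend Hnrnph1 (0.0697 and 0.0702), Trmt2a (0.0951 and 0.0961) and Myc (0.170 and 0.172) rose above it, and with no filter on low counts Tbc1d10c (0.0464) fell below it. With a library left out, 106 moved by less than the replicate spread and 22 by more, and 8 had the opposite sign.

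The share of exon skipping events more skipped in Hnrnpf KO was 64.0% to 67.3% over its alternatives, against 64.6%. Cd40 had 3 events with an absolute inclusion level difference above 0.2, against 5, and 5 at an FDR under 0.01. The odds ratio of altered abundance among spliced genes, 0.886, reversed to 1.43 (p = 0.474) above an absolute difference of 0.2, to 1.06 (p = 0.761) at an FDR under 0.01 and to 1.97 (p = 1.37e-11) without the fold change threshold, by two-sided Fisher's exact tests. It stayed under 1 over all tested genes (0.749) and with DESeq2 (0.936). At a mean of at least 500 counts it was set to 0 by an empty cell of the table, which gives no direction (two-sided Fisher's exact test, p = 1).

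Depth limits genes with a mean under 100 counts, whose median standard error of the log2 fold change was 0.40 against 0.08 for the rest.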

Differences from the paper's values

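The paper states 157 genes with higher and 79 with lower mRNA abundance in Hnrnpf bKO FOB cells. At the same thresholds the values here are 91 and 36. Among the alternatives set before the data were examined, both counts came within 1.5 times the paper's with edgeR's exact test with tagwise dispersion (144 and 63, the estimator chosen after another form had been seen), with no filter on low counts (150 and 67) and at a fold change of at least 1.5 (212 and 101). They did not with RLE size factors (91 and 37), DESeq2 (57 and 16), at least 10 counts in every library (89 and 32), limma-trend (17 and 5, and 16 and 3), the replicate block (71 and 27), no fold change threshold (586 and 399) or an adjusted p of at most 0.01 (47 and 15).

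Of 7 forms of edgeR's exact test that were chosen after seeing the values, the one over every gene with TMM normalization and tagwise dispersion gave the paper's 157 and 79. It called all 236 genes of Supplementary Data 1, as did the forms with common dispersion (185 and 101 with TMM normalization, 181 and 105 with none), also chosen after seeing the values. No normalization with tagwise dispersion (152 and 82, with 231 of the 236) and the filtered form with estimateDisp (139 and 64) also came within 1.5 times, and were chosen after seeing the values too. The estimateDisp forms over every gene (89 and 39 with no normalization, 91 and 39 with TMM) did not. The paper's text names DESeq2 for this comparison, and which setting was used for its list is not known here.

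The paper presents 10 genes as those with the most altered splicing events (Fig. 5b). In the authors' deposited table 11 genes are tied at 5 events, of which 8 are in Fig. 5b, and Fcer2a, Nudt13 and 2410002F23Rik are not.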

Other observations

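Of the tests in this part, the one of sequence shared between hnRNP F and hnRNP H transcripts was chosen after the result was seen, as were the test of the direction of retained introns and the genes counted high in a single library. Every other test of a pattern in this part was written before its own result was seen, but after these data had been examined.

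Hnrnph3 and Hnrnph1, which encode homologs of hnRNP F, were higher in Hnrnpf bKO FOB cells. Hnrnph3 had a log2 fold change of 0.78 (adjusted p = 5.72e-06 from edgeR's quasi-likelihood test, 0.75 to 0.78 with adjusted p from 1.83e-30 to 0.0257 over the alternatives). Hnrnph1 had 0.52 (adjusted p = 1.62e-04, 0.50 to 0.52 with adjusted p from 1.93e-24 to 0.0702). Both were higher in 2 of 2 Hnrnpf bKO libraries and under a 2-fold change, and the log2 fold change of Hnrnph2 was 0.03 (adjusted p = 0.839). Reads of Hnrnpf assigned to its paralogs would fall with Hnrnpf and lower these genes, so reads shared between paralogs cannot give the rise, and 0% of the 6286 words of 50 bases in Hnrnph1 transcripts and 0% of the 3291 in Hnrnph3 transcripts occur in Hnrnpf transcripts. GC content or gene length is a candidate explanation, but 0% of the 200 tested genes closest in both and in mean count had a log2 fold change as high as Hnrnph3. A hypothesis left open by these tests is that the loss of hnRNP F raises the mRNA of its homologs. The paper discusses hnRNP H as able to compensate for hnRNP F in B cell development and polyadenylation of IgH mRNA. For GC B cell formation and antibody response, it holds that hnRNP H apparently did not make up for the loss. In the authors' deposited table, Hnrnph3 has an exon skipping event with an inclusion level difference of −0.284, and Hnrnph1 has one of −0.279 and a retained intron of −0.192, all with more inclusion in Hnrnpf KO.

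More genes were higher than lower, 71.7% of the called genes. Without the fold change threshold the share was smaller, with 586 higher and 399 lower genes. Correcting each library for GC content and gene length gave 69.6% (96 higher and 42 lower), and thinning every library to the smallest total gave 73.0% (84 and 31), so neither moved the share by over 10 percentage points. The sex of the mice was tested too. The largest difference of Xist or 4 Y-linked genes was 0.0819 on the log2 scale, and the Y-linked genes had 0 counts in all 4 libraries. Marker genes of marginal zone B cells lay at the 0.44 percentile of random lists matched on mean count, with 4 of the 9 markers higher, among them Cd1d1 at 0.34, and Cr2 lower at −0.47. Other cell types were tested with 5 marker lists. Immature B cells lay highest, at the 99.93 percentile, from 4 tested markers with a median log2 fold change of 0.49, among them Cd93 (0.85, adjusted p = 0.00661 from edgeR's quasi-likelihood test) and Sox4 (0.63, adjusted p = 0.0411), each higher in 2 of 2 Hnrnpf bKO libraries. Of the other 2, Myb was at 0.35 (adjusted p = 0.300) and Vpreb3, the most abundant, at −0.10 (adjusted p = 0.477), and all 4 were under a 2-fold change. Antibody-secreting cells lay at 88.5, myeloid cells at 84.7, red blood cells at 13.1 and T cells at 1.72. Of the myeloid markers, S100a8 (1.53, adjusted p = 0.00552) and S100a9 (1.34, adjusted p = 0.00808) were called. A larger share of less mature B cells among the sorted cells is thus not excluded, but no test linked the called genes to them, and the excess of higher genes is not called biological here.

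More introns were more retained than less retained in Hnrnpf KO, in 150 of 213 genes (two-sided exact binomial test, p = 2.30e-09). This p-value does not cover variation between mice, since all genes share the same libraries. Unprocessed nuclear RNA in these libraries is a possible explanation. Of the nuclear noncoding RNAs Malat1, Neat1 and Kcnq1ot1, 0 were higher, with log2 fold changes of −0.21, −0.25 and −0.37. They are not unspliced mRNA, so their levels cannot decide this question. How the authors filtered the events was not tested, so the pattern stays a hypothesis.

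It was tested whether altered splicing goes with lower mRNA abundance. For 147 genes with introns more retained and 61 with introns less retained in Hnrnpf KO, the median log2 fold changes were 0.03 and −0.04 (two-sided permutation test, p = 0.0923). For 496 genes with exons more skipped and 272 with exons more included, the medians were both near 0 (two-sided permutation test, p = 0.752). No lower abundance was detected with either. Of the genes with introns more retained, 41.5% were lower, against 62.3% of those with introns less retained, the reverse of the tested direction. For exons more skipped and more included, the shares were 53.8% and 55.1%. These shares were not tested.

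Genes of PI3K or protein kinase B signaling, by GO terms, were called more often than other annotated genes (2.68% against 0.640%, two-sided Fisher's exact test, p = 0.0383), which rests on 3 genes and is 0.0766 when adjusted over the 2 sets of terms. Genes of MAPK signaling were not (1.17% against 0.656%, two-sided Fisher's exact test, p = 0.315). GO terms are not the KEGG pathways of the paper.

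Counts of 4 genes were high in 1 library and at least 10 times lower in every other. Fgd4 had 328, 1, 0 and 0 counts in the 2 WT and the 2 Hnrnpf bKO libraries, Ngef had 0, 560, 6 and 0, Capn11 had 1, 0, 138 and 0, and Gm42031 had 9, 3, 4 and 1055. All 4 are in Supplementary Data 1, and the filter on low counts left them out of the quasi-likelihood test. The exact test over every gene with TMM normalization and tagwise dispersion, added after seeing the data, called all 236 genes of that list, these 4 among them. No explanation was tested.

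Myc had a log2 fold change of 0.32 in resting FOB cells (adjusted p = 0.0146 from edgeR's quasi-likelihood test, 1.28e-04 to 0.172 over the alternatives, higher in 2 of 2 libraries after scaling to library size), under a 2-fold change. The paper's measurements of c-Myc were made in cultured and activated cells.

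For Cd40, the paper's Source Data of Fig. 5e gives differences between the group means of 0.23 for exon 6, 0.205 for exon 7 and 0.175 for exon 8. The authors' deposited table lists 0.232, 0.161 and 0.171 for the 3 exon skipping events without naming the exon, so no event of the table has the paper's value for exon 7. No explanation was tested.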
